# The long non‐coding RNA *Paupar* promotes KAP1‐dependent chromatin changes and regulates olfactory bulb neurogenesis

**DOI:** 10.15252/embj.201798219

**Published:** 2018-04-16

**Authors:** Ioanna Pavlaki, Farah Alammari, Bin Sun, Neil Clark, Tamara Sirey, Sheena Lee, Dan J Woodcock, Chris P Ponting, Francis G Szele, Keith W Vance

**Keywords:** chromatin, gene regulation, KAP1, lncRNA, neurogenesis, Chromatin, Epigenetics, Genomics & Functional Genomics, Neuroscience, RNA Biology

## Abstract

Many long non‐coding RNAs (lncRNAs) are expressed during central nervous system (CNS) development, yet their *in vivo* roles and mechanisms of action remain poorly understood. *Paupar*, a CNS‐expressed lncRNA, controls neuroblastoma cell growth by binding and modulating the activity of transcriptional regulatory elements in a genome‐wide manner. We show here that the *Paupar* lncRNA directly binds KAP1, an essential epigenetic regulatory protein, and thereby regulates the expression of shared target genes important for proliferation and neuronal differentiation. *Paupar* promotes KAP1 chromatin occupancy and H3K9me3 deposition at a subset of distal targets, through the formation of a ribonucleoprotein complex containing *Paupar*, KAP1 and the PAX6 transcription factor. *Paupar*‐KAP1 genome‐wide co‐occupancy reveals a fourfold enrichment of overlap between *Paupar* and KAP1 bound sequences, the majority of which also appear to associate with PAX6. Furthermore, both *Paupar* and *Kap1* loss‐of‐function *in vivo* disrupt olfactory bulb neurogenesis. These observations provide important conceptual insights into the *trans*‐acting modes of lncRNA‐mediated epigenetic regulation and the mechanisms of KAP1 genomic recruitment, and identify *Paupar* and *Kap1* as regulators of neurogenesis *in vivo*.

## Introduction

A subset of nuclear long non‐coding RNAs (lncRNAs) have been shown to act as transcription and chromatin regulators using various mechanisms of action. These include local functions close to the sites of lncRNA synthesis (Engreitz *et al*, 2016) as well as distal modes of action across multiple chromosomes (Chalei *et al*, 2014; Vance *et al*, 2014). Moreover, lncRNA regulatory effects may be mediated by the act of lncRNA transcription as well as RNA sequence‐dependent interactions with transcription factors and chromatin‐modifying proteins (Vance & Ponting, 2014; Rutenberg‐Schoenberg *et al*, 2016). Some lncRNAs have been proposed to act as molecular scaffolds to facilitate the formation of multicomponent ribonucleoprotein regulatory complexes (Tsai *et al*, 2010; Zhao *et al*, 2010; Ilik *et al*, 2013; Maenner *et al*, 2013; Yang *et al*, 2014b), whilst others may act to guide chromatin‐modifying complexes to specific binding sites genome‐wide (Vance & Ponting, 2014). Studies of *cis*‐acting lncRNAs such as *Haunt* and *Hottip* have shown that lncRNA transcript accumulation at their sites of expression can effectively recruit regulatory complexes (Yin *et al*, 2015; Pradeepa *et al*, 2017). LncRNAs, however, have also been reported to directly bind and regulate genes across multiple chromosomes away from their sites of synthesis (Chu *et al*, 2011; Chalei *et al*, 2014; Vance *et al*, 2014; West *et al*, 2014; Carlson *et al*, 2015). By way of contrast, the mechanisms by which such *trans*‐acting lncRNAs mediate transcription and chromatin regulation at distal bound target genes are less clear.

LncRNAs show a high propensity to be expressed in various brain regions and cell types relative to other tissues (Mercer *et al*, 2008, 2010; Ponjavic *et al*, 2009). The adult neurogenic stem cell‐containing mouse subventricular zone (SVZ) generates neurons throughout life, contributes to brain repair and can be stimulated to limit damage, but is also a source of tumours (Bardella *et al*, 2016; Chang *et al*, 2016). During SVZ lineage progression, neural stem cells give rise to transit amplifying progenitors which in turn generate neuroblasts that migrate in the rostral migratory stream (RMS) to the olfactory bulbs (OB; Doetsch *et al*, 1999). The neuroblasts primarily become granule neurons that differentiate by extending long branched dendritic processes towards the glomerular layer (Petreanu & Alvarez‐Buylla, 2002). There they integrate into and modulate circuitry connecting peripheral olfactory receptor neurons with the output neurons of the OB (Gheusi *et al*, 2000; Lledo & Saghatelyan, 2005). It has been estimated that 8,992 lncRNAs are expressed in the SVZ neurogenic system, many of which are differentially expressed during SVZ/OB neurogenesis, suggesting that at least some of these transcripts may play regulatory roles (Ramos *et al*, 2013). However, only a minority of SVZ expressed lncRNAs have been analysed functionally and the full scope of their molecular mechanisms of action remain poorly understood.

*Kap1* encodes an essential chromatin regulatory protein that plays a critical role in embryonic development and in adult tissues. Kap1^−/−^ mice die prior to gastrulation while hypomorphic *Kap1* mouse mutants display multiple abnormal embryonic phenotypes, including defects in the development of the nervous system (Cammas *et al*, 2000; Herzog *et al*, 2011; Shibata *et al*, 2011). KAP1 interacts with chromatin binding proteins such as HP1 and the SETDB1 histone‐lysine N‐methyltransferase to control heterochromatin formation and to silence gene expression at euchromatic loci (Iyengar & Farnham, 2011). Despite this fundamental role in epigenetic regulation, the mechanisms of KAP1 genomic targeting are not fully understood. KAP1 does not contain a DNA binding domain but was originally identified through its interaction with members of the KRAB zinc finger (KRAB‐ZNF) transcription factor family. Subsequent studies, however, revealed that KRAB–ZNF interactions cannot account for all KAP1 genomic recruitment events. KAP1 preferentially localises to the 3′ end of zinc finger genes as well as to many promoters and intergenic regions in human neuronal precursor cells. A mutant KAP1 protein, however, that is unable to interact with KRAB‐ZNFs still binds to promoters, suggesting functionally distinct subdomains (Iyengar *et al*, 2011). This work points to the presence of alternative, KRAB‐ZNF‐independent, mechanisms that operate to target KAP1 to a distinct set of genomic binding sites. We reasoned that this may involve specific RNA–protein interactions between KAP1 and chromatin‐bound lncRNAs.

The CNS‐expressed intergenic lncRNA *Paupar* represents an ideal candidate chromatin‐enriched lncRNA with which to further define *trans‐*acting mechanisms of lncRNA‐mediated gene and chromatin regulation. *Paupar* is transcribed upstream from the *Pax6* transcription factor gene and acts to control proliferation and differentiation of N2A neuroblastoma cells *in vitro* (Vance *et al*, 2014). *Paupar* regulates *Pax6* expression locally, physically associates with PAX6 protein and interacts with distal transcriptional regulatory elements to control gene expression on multiple chromosomes in N2A cells in a dose‐dependent manner. Here, we show that *Paupar* directly interacts with KAP1 in N2A cells and that together they control the expression of a shared set of target genes enriched for regulators of neural proliferation and differentiation. Our findings indicate that *Paupar*, KAP1 and PAX6 physically associate on chromatin within the regulatory region of shared target genes and that *Paupar* knockdown reduces both KAP1 chromatin association and histone H3 lysine 9 trimethylation (H3K9me3) at PAX6 co‐bound locations. Genome‐wide occupancy maps further identified a fourfold enrichment in the overlap between *Paupar* and KAP1 binding sites on chromatin, the majority of which (73%) are also estimated to be bound by PAX6. Our results also show that both *Paupar* and KAP1 loss‐of‐function *in vivo* disrupt SVZ/OB neurogenesis. We propose that *Paupar* and *Kap1* are novel regulators of neurogenesis *in vivo* and that *Paupar* operates as a transcriptional cofactor to promote KAP1‐dependent chromatin changes at a subset of bound regulatory elements in *trans* via association with non‐KRAB‐ZNF transcription factors such as PAX6.

## Results

### *Paupar* directly binds the KAP1 chromatin regulatory protein in mouse neural cells in culture

The lncRNA *Paupar* binds transcriptional regulatory elements across multiple chromosomes to control the expression of distal target genes in N2A neuroblastoma cells (Vance *et al*, 2014). Association with transcription factors such as PAX6 assists in targeting *Paupar* to chromatin sites across the genome. As *Paupar* depletion does not alter PAX6 chromatin occupancy (Vance *et al*, 2014), we hypothesised that *Paupar* may recruit transcriptional cofactors to PAX6 and other neural transcription factors to regulate gene expression. To test this, we sought to identify transcription and chromatin regulatory proteins that bind both *Paupar* and PAX6 in N2A cells in culture. *In vitro*‐transcribed biotinylated *Paupar* was therefore immobilised on streptavidin beads and incubated with N2A cell nuclear extract in a pulldown assay. Bound proteins were washed, eluted and identified using mass spectrometry (Fig 1A). This identified a set of 78 new candidate *Paupar*‐associated proteins that do not bind a control RNA of similar size, including 28 proteins with annotated functions in the control of gene expression that might function as transcriptional cofactors (Fig 1B and Dataset EV1).

**Figure 1:**
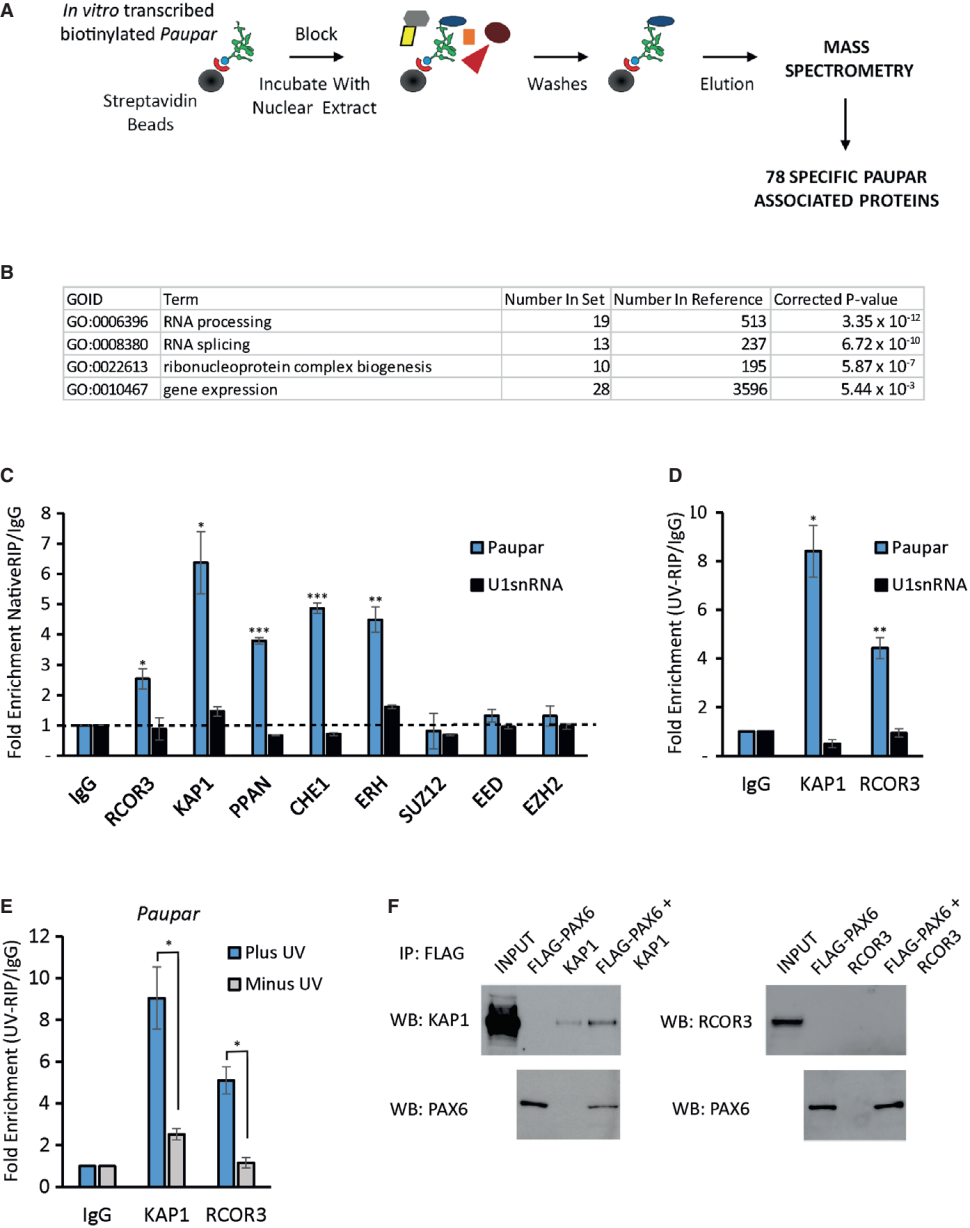
*Paupar* directly binds the KAP1 chromatin regulatory protein in mouse N2A neuroblastoma cells AOverview of the pulldown assay. *In vitro*‐transcribed biotinylated *Paupar* RNA was immobilised on streptavidin beads and incubated with N2A cell nuclear extract. Bound RNA protein complexes were extensively washed and specific *Paupar*‐associated proteins, which do not interact with a control mRNA of a similar size, identified by mass spectrometry.BGene Ontology terms were used to annotate *Paupar*‐associated proteins according to biological process. The Bonferroni correction was used to adjust the *P*‐values to correct for multiple testing.CEndogenous *Paupar* transcript interacts with transcription and chromatin regulatory proteins in N2A cells. *Paupar* association with the indicated proteins was measured using native RNA‐IP. Whole cell lysates were prepared and the indicated regulatory proteins immuno‐precipitated using specific antibodies. Bound RNAs were purified and the levels of *Paupar* and the *U1snRNA* control detected in each RIP using qRT–PCR. *Paupar* transcript directly interacts with KAP1 and RCOR3 in N2A cells.D, ENuclear extracts were prepared from UV cross‐linked (D) and untreated (E) cells and immuno‐precipitated using either anti‐KAP1, anti‐RCOR3 or a rabbit IgG control antibody. Associated RNAs were stringently washed and purified. The levels of *Paupar* and the *U1snRNA* control transcript were detected in each UV‐RIP using qRT–PCR.FPAX6 associates with KAP1 in N2A cells. FLAG‐PAX6 and KAP1 or RCOR3 expression vectors were transfected into N2A cells. Lysates were prepared 2 days after transfection and FLAG‐PAX6 protein immuno‐precipitated using anti‐FLAG beads. Co‐precipitated proteins were detected by Western blotting.Data information: For RNA‐IP and UV‐RIP assays, results are presented as fold enrichment relative to control antibody. Mean values ± SEM, *N* = 3. One‐tailed *t*‐test, unequal variance *P < 0.05, **P < 0.01, ***P < 0.001.Source data are available online for this figure.

We next performed native RNA‐IP experiments in N2A cells to validate potential associations between the endogenous *Paupar* transcript and five gene expression regulators. These candidates were as follows: RCOR3, a member of the CoREST family of proteins that interact with the REST transcription factor; KAP1, a key epigenetic regulator of gene expression and chromatin structure; PPAN, a previously identified regulator of *Pax6* expression in the developing eye; CHE‐1, a polymerase II interacting protein that functions to promote cellular proliferation and block apoptosis; and ERH, a transcriptional cofactor that is highly expressed in the eye, brain and spinal cord.

The results revealed that the *Paupar* transcript, but not a non‐specific control RNA, was > twofold enriched using antibodies against RCOR3, KAP1, ERH, PPAN or CHE1 compared to an IgG isotype control in a native RNA‐IP experiment (Fig 1C). In addition, *Paupar* did not associate above background with SUZ12, EED and EZH2 Polycomb proteins used as negative controls. This served to further confirm the specificity of the *Paupar* lncRNA–protein interactions because Polycomb proteins associate with a large number of RNAs (Davidovich *et al*, 2015) and yet were not identified as *Paupar* interacting proteins in our pulldown assay. The endogenous *Paupar* transcript therefore associates with proteins involved in transcription and chromatin regulation in proliferating N2A cells.

To characterise *Paupar* lncRNA–protein interactions further, we used UV‐RNA‐IP to test whether *Paupar* interacts directly with any of these five cofactors. These data showed that *Paupar*, but not an *U1snRNA* control, is highly enriched using antibodies against KAP1 or RCOR3 compared to an IgG control (Fig 1D). A lower level of *Paupar* enrichment is found with CHE1, whereas ERH or PPAN does not appear to interact directly with *Paupar* (Fig EV1). Furthermore, the association of *Paupar* with either KAP1 or RCOR3 was reduced in the absence of UV treatment (Fig 1E). These results indicate that the endogenous *Paupar* transcript directly and specifically associates with RCOR3 and KAP1 transcriptional cofactors in neural precursor‐like cells in culture.

**Figure EV1:**
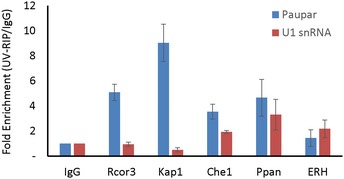
Characterisation of *Paupar* lncRNA–protein interactions using UV‐RNA‐IP Nuclear extracts were prepared from UV cross‐linked N2A cells and immuno‐precipitated using either the indicated antibodies or a rabbit IgG control antibody. Associated RNAs were stringently washed and purified. The levels of *Paupar* and *U1snRNA* were detected in each UV‐RIP using qRT–PCR. Results are presented as fold enrichment relative to control antibody. Mean values ± SEM, *N* = 3.

As a first step to determine whether KAP1 or RCOR3 can act as PAX6‐associated transcriptional cofactors, we performed immunoprecipitation experiments in N2A cells using transfected FLAG‐tagged PAX6 and KAP1 or RCOR3 proteins. Immunoprecipitation of FLAG‐PAX6 using anti‐FLAG beads co‐immuno‐precipitated transfected KAP1 protein, but not RCOR3 (Fig 1F), suggesting that PAX6 and KAP1 are present within the same multicomponent regulatory complex. Consistent with this, a previous study showed that KAP1 interacts with PAX3 through the amino terminal paired domain, which is structurally similar in PAX6, to mediate PAX3‐dependent transcriptional repression (Hsieh *et al*, 2006). Together, these results indicate that KAP1 may regulate *Paupar* and PAX6‐mediated gene expression programmes.

### *Paupar* and KAP1 control expression of a shared set of target genes that are enriched for regulators of neuronal function and cell cycle in N2A cells

KAP1 regulates the expression of genes involved in the self‐renewal and differentiation of multiple cell types, including neuronal cells (Iyengar & Farnham, 2011), and thus is an excellent candidate interactor for mediating the transcriptional regulatory function of *Paupar*. To investigate whether *Paupar* and KAP1 functionally interact to control gene expression, we first tested whether they regulate a common set of target genes. We depleted *Kap1* expression in N2A cells using shRNA transfection and achieved ~90% reduction in both protein (Fig 2A) and transcript (Fig 2B) levels. *Paupar* levels do not change upon KAP1 knockdown, indicating that KAP1‐dependent changes in gene expression are not due to regulation of *Paupar* expression (Fig 2B). 

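RNA was profiled from N2A cells, a mouse neuroblastoma line, carrying either the shA *Kap1* shRNA vector or a scrambled control, with 3 samples in each group. Cells received 1.5 µg of shRNA plasmid together with a hygromycin resistance plasmid. They were moved to hygromycin after 3 days and harvested 7 days later, so each sample is a pool of drug-resistant cells. The paper gives the hygromycin dose as 200 µg/ml and the sample labels give 200 mg/ml. From each sample 200 ng RNA was labelled with biotin and hybridised to a GeneChip Mouse Gene ST array, which reads each gene through a set of probes called a transcript cluster. The authors normalised the arrays by Robust Multi-array Average (RMA) in GeneSpring and called genes with limma. The deposited values are linear intensities of 6951 transcript clusters. Their median per array lay between 505 and 553 in the control and between 507 and 528 in the knockdown. Log2 intensities of arrays of the same group correlated at 0.996 to 0.997 (control) and 0.998 (knockdown), and those of different groups at 0.937 to 0.942, across transcript clusters, which are not independent replicates.

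The intensities were put on the log2 scale and compared with limma, with Benjamini-Hochberg adjustment over the 6951 transcript clusters. A transcript cluster or gene is described as changed, as having risen or as having fallen where its adjusted p was at most 0.05 and its fold change at least 1.4, the paper's thresholds. All 6951 transcript clusters passed the first of these, with a largest adjusted p of 0.0365 in limma, and 6950 had an unmoderated p under 0.05. The table is therefore a list already selected on this comparison. It gives no background for an enrichment test and no value for a gene outside it, and the adjusted p covers the listed transcript clusters only. A single gene is annotated for 5733 of the transcript clusters, several genes for 384 and none for 834. Another 43 were named through Dataset EV2. This gave 5363 named genes, each read from its transcript cluster with the highest mean intensity. The samples are described as triplicates without saying whether they were transfected separately, so p-values measure only the spread between these samples, which may be technical, and the number of arrays limits the precision.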

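*Kap1* itself, the gene *Trim28* (transcript cluster 10550076), had an intensity of 3362 ± 88.9 (SD, n = 3) in the control and 888 ± 41.9 (SD, n = 3) in the knockdown. It fell to 26.4% of its control level, a log2 fold change of -1.92 (standard error 0.054, adjusted p = 1.30e-08 from limma). Among named genes the deepest fall was that of *Sparc*, which encodes a secreted glycoprotein of the extracellular matrix. Its intensity was 1789 ± 43.4 (SD, n = 3) in the control and 105 ± 5.13 (SD, n = 3) in the knockdown, a log2 fold change of -4.10 (standard error 0.055, adjusted p = 1.26e-10 from limma). Of the other genes among the 10 largest falls, *Itga3*, an integrin subunit, had a log2 fold change of -2.63, *Tln2*, a talin that links integrins to actin, -2.60, *Anxa2*, an annexin, -2.77, *Cavin2*, a caveolar coat protein, -3.52, and *Cnn2*, a calponin, -2.56. The rest were *Lix1* (-3.71), the serotonin-gated channel subunit *Htr3a* (-3.43), the monocarboxylate transporter family member *Slc16a12* (-2.62) and *Magea5* (-2.50), a gene of the MAGE family.

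The largest rise was that of *Atp1b1*, the beta subunit of the sodium pump, from 87.0 ± 12.0 (SD, n = 3) to 1219 ± 44.0 (SD, n = 3), a log2 fold change of 3.82 (standard error 0.091, adjusted p = 5.06e-09 from limma). It was followed by *Elapor1* (3.35), *Zfp979*, a zinc finger gene (3.13), *Retreg1*, a receptor for turnover of the endoplasmic reticulum (2.67), *Clu*, the extracellular chaperone clusterin (2.60), *Dnm3*, a dynamin (2.53), *Gm1698* (2.17), *Fhdc1* (2.11), *Bend7* (2.08) and *Mr1*, an antigen-presenting molecule (2.06). In all, 2268 transcript clusters changed, 1043 of them higher and 1225 lower in the knockdown. At a fold of at least 2 there were 505, of which 153 were higher and 352 lower. Counted by name, 872 genes rose and 886 fell. The balance was not stable. It turned after median centring (1217 higher and 1123 lower), after quantile normalization (1207 and 1135) and without control replicate 1 (1202 and 1099), and was wider without control replicate 3 (907 and 1337).

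**Figure D1:**
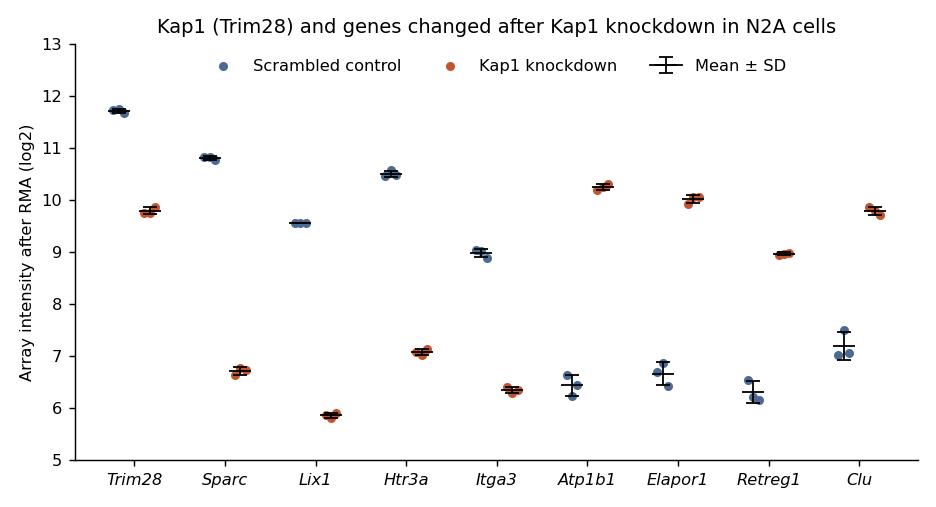
Log2 array intensity after RMA (vertical axis) of *Trim28* and 8 other named genes in the scrambled control and the *Kap1* knockdown; points are arrays (n = 3 per group), with the mean ± SD. *Trim28* had a log2 fold change of -1.92. The points of the 2 groups are apart for every gene shown, which the rule that chose the other 8 required.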

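Among integrins and extracellular matrix genes, most of those that changed after *Kap1* knockdown fell. Of 34 members on the table, from a list fixed before the data were examined, 22 fell and 1, *Itga1* (log2 fold change 1.07), rose (two-sided Fisher's exact test against the other changed genes, adjusted p = 0.000123 over 24 lists). The secreted adhesion protein *Tgfbi* had a log2 fold change of -2.06 and the metalloproteinase inhibitor *Timp2* -1.99. Of 41 genes of axon guidance, 20 fell and 3 rose (adjusted p = 0.00364, same exact test), among them the netrin receptor *Unc5c* (-1.52), the growth cone protein *Dpysl5* (-1.44) and the semaphorin receptor subunit *Plxna1* (-1.36). Of 105 solute carriers, 25 fell and 5 rose (adjusted p = 0.00353, same exact test), with *Slc7a3*, a carrier of cationic amino acids, at -1.22. Of 29 genes of the unfolded protein and amino acid responses, 11 fell and 1, the stress transcription factor *Ddit3* (0.85), rose (adjusted p = 0.0350, same exact test). Those that fell included the chaperones of the endoplasmic reticulum *Hyou1* (-0.93) and *Hsp90b1* (-0.85) and the disulphide isomerase *Pdia6* (-0.94). Of 10 glutathione S-transferases, 7 rose and none fell (adjusted p = 0.0350, same exact test), with *Gstm1* at 1.47, *Gstm5* at 0.99 and *Gsto1* at 0.91; the *Gstm* copies are similar enough that probes may read more than 1 of them. In the list of KAP1 and its partners in heterochromatin, with 18 genes on the table, *Uhrf1* (-0.57), which binds methylated DNA and histone H3, and *Morc2a* (-0.59) fell beside *Trim28*, the gene knocked down, and none rose (adjusted p = 0.374, same exact test, *Trim28* included). *Cbx5*, which encodes HP1 alpha, had a log2 fold change of -0.34. *Itga1* and *Ddit3* are named here after their values were seen. The counts were the same when adjusted over the list alone, which follows from the table, where every transcript cluster passes the adjusted p.

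Few markers of other cell types were on the table. *Sox9*, in the astrocyte list, fell (-1.22). Of 3 genes of the Schwann cell and neural crest list, *Erbb3* (0.82) and *Egr2* (0.75) rose and 1 did not pass the fold. The direction of change differed between chromosomes, with named genes assigned to chromosomes of GRCm38.p6. Of the 414 genes on the table from chromosome 5, 87.4% were higher in the knockdown, with a median log2 difference of 0.34, 0.38 and 0.41 for the 3 knockdown arrays against the control mean. On chromosome 18, 80.7% of 171 genes were higher, while on chromosomes 7, 9 and 17 77.0% of 408, 76.0% of 346 and 77.8% of 234 were lower. Each of these 5 differed from the other chromosomes (two-sided Fisher's exact test, adjusted p from 9.0e-60 to 5.7e-16), with genes counted that are not independent replicates. The table was selected on this comparison, so these shares and medians leave out genes that did not differ and do not describe whole chromosomes. That selection also favours agreement between the arrays of a group. In an exact test added after these values were seen, which compares directions within each chromosome, the adjusted p was 1.6e-05 for integrins and matrix, 0.00170 for axon guidance, 0.00247 for solute carriers, 0.0480 for the unfolded protein list and 0.116 for the glutathione S-transferases. The last list also had an adjusted p of 0.0553 after quantile normalization, 0.0594 without control replicate 1 and 0.0877 without knockdown replicate 1 (same exact test), and the unfolded protein list 0.0799 without knockdown replicate 1; all 5 lists missed the threshold when only changes of at least 2-fold were counted, at 0.385 to 1.

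**Figure D2:**
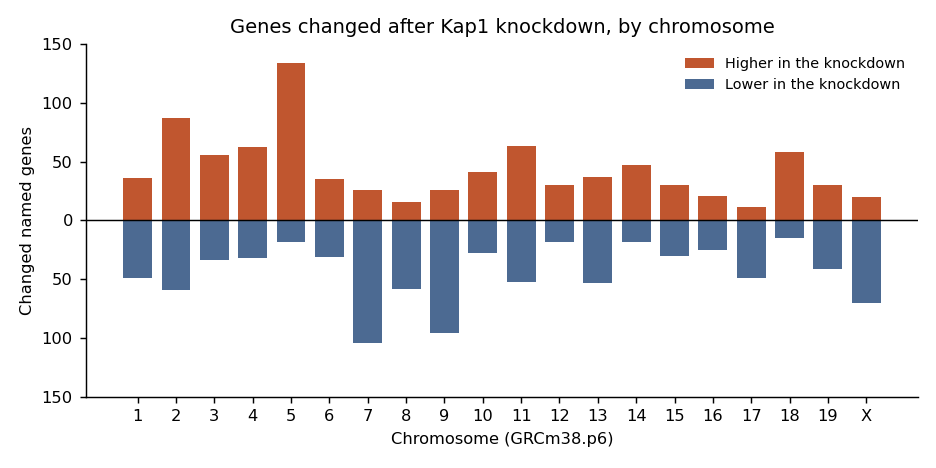
Number of named genes that rose (bars above the line) or fell (bars below it) past both thresholds after *Kap1* knockdown on each chromosome of GRCm38.p6. On chromosome 5, 134 genes rose and 18 fell, and on chromosome 7, 26 rose and 104 fell.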

Transcriptome profiling using microarrays then identified 1,913 differentially expressed genes whose expression significantly changed [at a 5% false discovery rate (FDR)] greater than 1.4‐fold (log2 fold change ≈ 0.5) upon KAP1 depletion (Fig 2C and Dataset EV2). 282 of these genes were previously identified to be regulated by human KAP1 in Ntera2 undifferentiated human neural progenitor cells (Iyengar *et al*, 2011). Transient reduction in *Kap1* expression by ~55% using a second shRNA expression vector (*Kap1* shB) also induced expression changes for seven out of eight KAP1 target genes with known functions in neuronal cells that were identified in the microarray (Fig EV2). These data further validate the specificity of the KAP1 regulated gene set.

**Figure 2:**
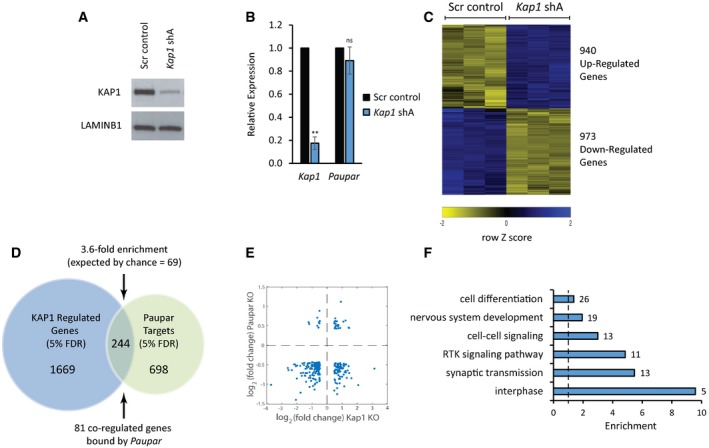
*Paupar* and KAP1 regulate shared target genes involved in neural cell proliferation and function N2A cells were transfected with either the shA *Kap1* targeting shRNA expression vector or a scrambled control and pTK‐Hyg selection plasmid. Three days later, cells were expanded and hygromycin was added to the medium to remove untransfected cells.
After 7 days, Western blotting was performed to determine KAP1 protein levels. Lamin B1 was used as a loading control.
*Kap1* and *Paupar* transcript levels were analysed by qRT–PCR. Data were normalised using *Gapdh,* and expression changes are shown relative to a non‐targeting scrambled control (set at 1). Mean values ± SEM, *N* = 3. One‐tailed *t*‐test, unequal variance **P < 0.01.KAP1 regulated genes were identified using a GeneChip Mouse Gene 1.0 ST Array (5% FDR, log2 fold change > 0.5).Intersection of *Kap1‐* and *Paupar*‐regulated genes revealed common target genes whose expression is controlled by both these factors.The majority (87%) of *Paupar* and *Kap1* shared target genes are positively regulated by *Paupar*.Gene Ontology analysis of *Paupar* and *Kap1* common target genes was performed using GOToolBox. Representative significantly enriched categories were selected from a hypergeometric test with a Benjamini–Hochberg‐corrected *P*‐value threshold of 0.05.

**Figure EV2:**
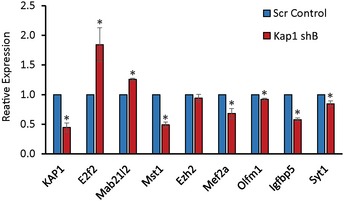
Validation of the specificity of the KAP1 regulated gene set N2A cells were transfected with an additional Kap1 targeting shRNA expression vector shB‐Kap1 or a scrambled control plasmid. Three days later, cells were harvested and expression of the indicated KAP1 targets analysed using RT–qPCR. Samples were normalised using *Gapdh,* and the results are presented relative to the control. Results are presented as mean values ± SEM, *N* = 3; *P < 0.05, one‐tailed *t*‐test, unequal variance.

We previously showed that *Paupar* knockdown induces changes in the expression of 942 genes in N2A cells (Vance *et al*, 2014). Examination of the intersection of KAP1 and *Paupar* transcriptional targets identified 244 genes whose levels are affected by both *Paupar* and KAP1 knockdown in this cell type (Fig 2D and Dataset EV3). This represents a significant 3.6‐fold enrichment over the number expected by random sampling and is not due to co‐regulation because *Kap1* is not a *Paupar* target (Vance *et al*, 2014). 

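Of the 244 genes, as Dataset EV3 lists them, 242 were on the array table. After *Kap1* knockdown 90 of them rose and 143 fell. The change was at least 2-fold for 25 of the genes that were higher and for 47 that were lower. The extremes were *Lix1* at the lower end and *Zfp979* at the upper end. *Peg3*, an imprinted zinc finger gene, fell by 1.17 on the log2 scale (standard error 0.060, adjusted p = 2.37e-07 from limma). The other 9 genes lay under the fold threshold on the transcript cluster used, with log2 fold changes from -0.48 to 0.48. Among them were *Mef2a*, a transcription factor of neurons and muscle, at -0.48 (standard error 0.061, adjusted p = 7.88e-05 from limma), and *Scn2a*, a sodium channel subunit, at 0.29. For *Scn2a*, named here after its value was seen, another transcript cluster rose (0.63), and *Kdm7a*, *Nbeal1*, *Ppp2r5c*, *Tanc2* and *Unc13a*, likewise named after their values were seen, also changed on a transcript cluster other than the one used. The study chose the 244 genes on these same arrays, so these counts are not independent evidence of a change. The arrays of the *Paupar* knockdown were not analysed here.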

A large majority (87%; 212/244) of these common targets are positively regulated by *Paupar* and for two‐thirds of these genes (161/244) their expression changes in the same direction upon *Paupar* or KAP1 knockdown (Fig 2E). Furthermore, Gene Ontology enrichment analysis of these 244 genes showed that *Paupar* and KAP1 both regulate a shared set of target genes enriched for regulators of interphase, components of receptor tyrosine kinase signalling pathways as well as genes involved in nervous system development and essential neuronal cell functions such as synaptic transmission (Fig 2F). 

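On the *Kap1* knockdown arrays, 61.4% of the changed genes among the 244 were lower in the knockdown, against 48.7% of the other changed named genes (782 higher and 743 lower; two-sided Fisher's exact test, p = 0.000327). Large falls among the shared genes included *Slc22a18*, a transporter at an imprinted locus, with a log2 fold change of -2.13 (standard error 0.063), and *Alk*, a receptor tyrosine kinase of neuroblastoma cells, with -1.52 (standard error 0.082). Rises included *Bnip3*, a mitochondrial protein of the hypoxia response, with 0.50 (standard error 0.10), and *Gria2*, an AMPA receptor subunit, with 0.73 (standard error 0.065). *Bnip3* and *Gria2* are named here after their values were seen. Compared within each chromosome, in an exact test added after the data were seen, the changed genes among the 244 would hold 122 lower genes and held 143 (p = 0.00118). The study selected the list on these arrays, which makes the direction not independent evidence, and at a fold of at least 2 the difference from other genes had an exact p of 0.176.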

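Among the shared target genes, members of the lists fixed in advance moved in both directions. Of 11 genes of receptor tyrosine kinase signalling, 4 rose and 7 fell; the neurotrophin receptor *Ntrk3* had a log2 fold change of -1.30 (standard error 0.081, n = 3 per group). Of 11 genes of synaptic transmission, 6 rose, 4 fell and 1, *Unc13a*, did not pass on the transcript cluster used, though others of its transcript clusters fell. The kinase subunit *Camk2a* had a log2 fold change of 1.25 (standard error 0.058) and the nicotinic receptor subunit *Chrna3* -1.23 (standard error 0.057). Of 5 genes of the cell cycle and DNA replication, 4 fell and 1, the histone H4 methyltransferase *Kmt5a*, rose. *Trip13*, a checkpoint ATPase, had -1.17 (standard error 0.065). Of 5 neural progenitor and differentiation genes, 2 rose, 2 fell and 1 did not pass; *Olfm1*, a secreted olfactomedin of neurons, had -0.61 (standard error 0.063). Of 10 integrin and extracellular matrix genes, 9 fell, 9 of 9 solute carriers fell, and the 4 glutathione S-transferases *Gstm1*, *Gstm2*, *Gstm3* and *Gstm7* rose, while of 5 channel genes 1 rose and 2 fell and of 3 histone genes 2 rose and 1 fell. *Unc13a*, *Kmt5a*, *Gstm2* and *Gstm7* are named here after their values were seen. No test was run on these small counts, and the list was chosen by the study on these arrays, so they are not independent evidence. From the overlap of both knockdowns and the enriched categories, the paper proposes that genes targeted by both *Paupar* and KAP1 contribute to neural stem cell self-renewal and differentiation.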

Genes targeted by both *Paupar* and KAP1 are thus expected to contribute to the control of neural stem cell self‐renewal and neural differentiation.

### *Paupar*, KAP1 and PAX6 associate on chromatin within the regulatory region of shared target genes

In order to investigate *Paupar‐*mediated mechanisms of distal gene regulation, we next sought to determine whether *Paupar,* KAP1 and PAX6 can form a ternary complex on chromatin within the regulatory regions of their shared target genes. To do this, we first integrated our analysis of PAX6‐regulated gene expression programmes in N2A cells (Vance *et al*, 2014) and identified 87 of the 244 *Paupar* and KAP1 common targets, which is 35.8‐fold greater than expected by random sampling, whose expression is also controlled by PAX6 (Fig 3A and Dataset EV3). 

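Of the 87 genes listed in Dataset EV3, 86 were on the array table; 25 rose after *Kap1* knockdown, 59 fell, and *Tanc2* (log2 fold change 0.22 on the transcript cluster used, 0.56 on another) and *Kcnn3* (0.48) did not reach the fold threshold. *Daam2*, a formin of Wnt signalling, had a log2 fold change of -2.33 (standard error 0.11, adjusted p = 1.17e-07 from limma). *Abca1*, which exports cholesterol from cells, had 0.87 (standard error 0.054, adjusted p = 7.74e-07 from limma). Of the changed genes 70.2% were lower, against 56.4% of the changed genes in the rest of the 244 (two-sided Fisher's exact test, p = 0.0495). Of 7 integrin and matrix genes among the 87, 6 fell, and of 6 genes of receptor tyrosine kinase signalling 5 fell. *Tanc2* and *Kcnn3* are named here after their values were seen. The genes were chosen on these arrays, so their direction is not independent evidence. The exact p was 0.0823 without control replicate 3 and 0.329 at a fold of at least 2.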

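Of the shared *Paupar*, KAP1 and PAX6 target genes that Dataset EV3 marks as *Paupar* bound, 33 were on the array table, and all 33 changed after *Kap1* knockdown: 9 rose and 24 fell. The axon guidance ligand *Slit3* had a log2 fold change of -2.19 (standard error 0.15, adjusted p = 1.70e-06 from limma) and the follistatin family member *Fstl4* had -2.06 (standard error 0.072, adjusted p = 3.81e-08 from limma). *Tmem176b*, a membrane protein, had -1.52, and *Slc24a2*, a sodium, potassium and calcium exchanger, -1.20. The secretin receptor *Sctr* rose from 232 ± 19 (SD, n = 3) to 709 ± 4.93 (SD, n = 3), a log2 fold change of 1.61 (standard error 0.064, adjusted p = 4.54e-08 from limma), and the cation channel *Trpc7* had 1.25. Of the changed genes 72.7% were lower, against 68.6% in the rest of the shared targets of all 3 factors (two-sided Fisher's exact test, p = 0.808), so no difference in direction was detected. The study picked these genes partly on these arrays, so that each changed is not independent evidence.

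**Figure D3:**
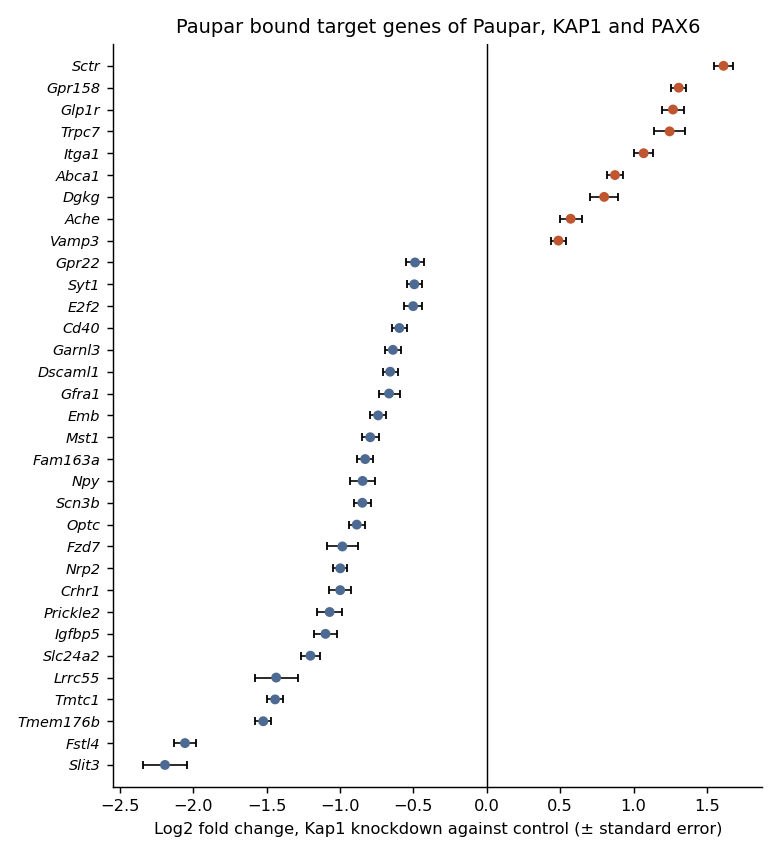
Log2 fold change after *Kap1* knockdown (horizontal axis, points, with the standard error as bars) of the 33 *Paupar* bound target genes of *Paupar*, KAP1 and PAX6 on the array table. The 24 genes left of 0 fell and the 9 to its right rose, from *Slit3* at -2.19 to *Sctr* at 1.61.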

We found that 34 of these genes contain a CHART‐Seq mapped *Paupar* binding site within their GREAT defined putative regulatory regions (Vance *et al*, 2014; Vance, 2016) and predicted that these represent functional *Paupar* binding events within close genomic proximity to direct transcriptional target genes (Fig 3A and Dataset EV3).

**Figure 3:**
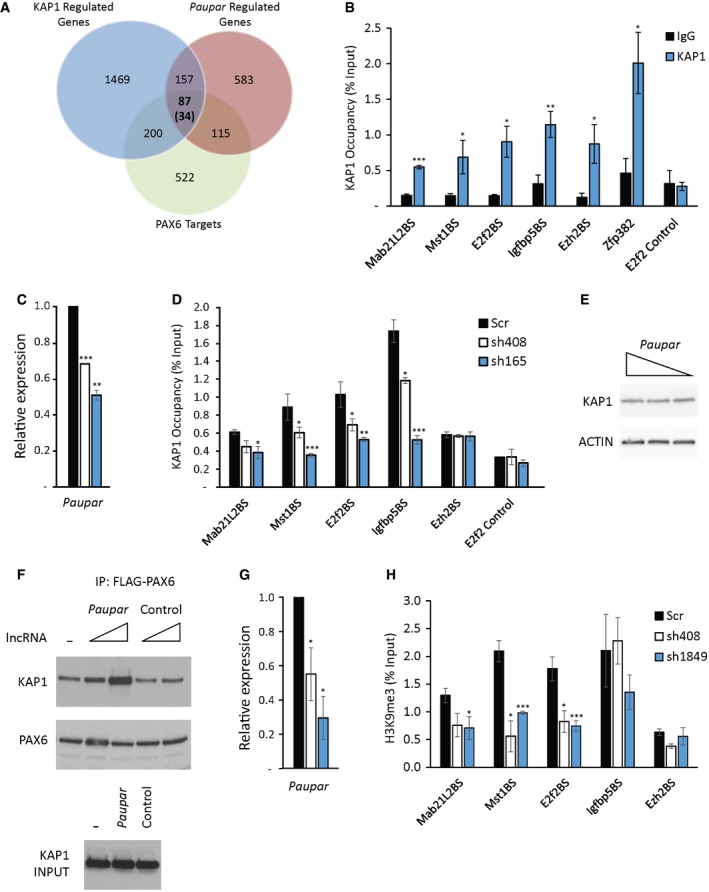
*Paupar* promotes KAP1 chromatin occupancy and H3K9me3 deposition at PAX6 bound sequences within the regulatory regions of common targets AIntersection of *Paupar*, KAP1 and PAX6 regulated genes identified 87 common target genes. 34 of these genes (in brackets) contain a *Paupar* binding site within their regulatory regions.BChIP assays were performed in N2A cells using either an antibody against KAP1 or an isotype‐specific control.CN2A cells were transfected with either a non‐targeting control or two independent *Paupar* targeting shRNA expression vectors. Cells were harvested for ChIP 3 days later, and *Paupar* depletion was confirmed using qRT–PCR.D
*Paupar* knockdown reduces KAP1 chromatin occupancy at shared binding sites. ChIP assays were performed 3 days after shRNA transfection using an anti‐KAP1 polyclonal antibody.EWestern blotting showed that KAP1 proteins levels do not change upon *Paupar* knockdown. Actin was used as a control.F
*Paupar* promotes KAP1–PAX6 association. FLAG‐PAX6 and KAP1 expression vectors were co‐transfected into N2A cells along with increasing concentrations of *Paupar* or a size‐matched control lncRNA expression vector. Expression of the maximum concentration of either *Paupar* or control RNA in each IP does not alter KAP1 input protein levels (lower panel). Lysates were prepared 2 days after transfection and FLAG‐PAX6 protein immuno‐precipitated using anti‐FLAG beads. The amount of DNA transfected was made equal in each IP using empty vector and proteins in each complex were detected by Western blotting.G, H
*Paupar* knockdown reduces H3K9me3 at a subset of bound sequences in *trans*. ChIP assays were performed using an anti‐H3K9me3 polyclonal antibody 3 days after transfection of the indicated shRNA expression vectors.Data information: For ChIP assays, the indicated DNA fragments were amplified using qPCR. % input was calculated as $100\times 2^{\left(C_{t}\mathrm{Input}-C_{t}\mathrm{IP}\right)}$. Results are presented as mean values ± SEM, *N* = 3. One‐tailed *t*‐test, unequal variance *P < 0.05, **P < 0.01, ***P < 0.001.Source data are available online for this figure.

ChIP‐qPCR analysis previously identified four of these *Paupar* bound locations within the regulatory regions of the *Mab21L2*,* Mst1*,* E2f2* and *Igfbp5* genes that are also bound by PAX6 in N2A cells (Vance *et al*, 2014). We therefore measured KAP1 chromatin occupancy at these regions as well as at a negative control sequence within the first intron of *E2f2* using ChIP and identified a specific enrichment of KAP1 chromatin association at the *Mab21L2*,* Mst1*,* E2f2* and *Igfbp5* genes compared to an IgG isotype control (Fig 3B). KAP1 binding to these regions is only two‐ to fourfold reduced compared to the Zfp382 3′ UTR‐positive control (Fig 3B), which represents an exemplar high‐affinity KAP1 binding site (Iyengar *et al*, 2011). KAP1 and *Paupar* also co‐occupy a binding site within the *Ezh2* gene. *Ezh2* is regulated by *Paupar* and KAP1 but not by PAX6 suggesting that transcription factors in addition to PAX6 may also be involved in modulating *Paupar*‐KAP1 function. However, taken together these data indicate that *Mab21L2*,* Mst1*,* E2f2* and *Igfbp5* are co‐ordinately regulated by a ribonucleoprotein complex containing *Paupar*‐KAP1–PAX6.

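*Ezh2*, the histone H3K27 methyltransferase of the Polycomb repressive complex, had an intensity of 2730 ± 26.9 (SD, n = 3) in the control and 2132 ± 109 (SD, n = 3) in the *Kap1* knockdown, 78.0% of the control level. The log2 fold change was -0.36 (standard error 0.054, adjusted p = 2.2e-04 from limma), which passes the adjusted p and lies under the fold of 1.4.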

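On the arrays, *Igfbp5*, which encodes a secreted protein that binds insulin-like growth factors, fell from 334 ± 27.4 (SD, n = 3) to 156 ± 11.5 (SD, n = 3) after *Kap1* knockdown, a log2 fold change of -1.10 (standard error 0.076, adjusted p = 1.68e-06 from limma). *Mst1*, which encodes macrophage stimulating protein, fell from 516 ± 33.2 (SD, n = 3) to 297 ± 6.25 (SD, n = 3), a log2 fold change of -0.79 (standard error 0.059, adjusted p = 2.55e-06 from limma). *E2f2*, a transcription factor of the cell cycle, fell to 70.6% of its control level, a log2 fold change of -0.50 (standard error 0.060, adjusted p = 5.26e-05 from limma). *Mab21l2*, a gene of eye and neural development, stood at 891 ± 39.3 (SD, n = 3) in the control and 707 ± 27.0 (SD, n = 3) in the knockdown, and its log2 fold change of -0.33 (standard error 0.056, adjusted p = 4.0e-04 from limma) lies under the fold threshold. The call of *E2f2* was lost after median centring (-0.47), after quantile normalization (-0.48), with a pseudocount of 16 (-0.48) and without control replicate 1 or knockdown replicate 1 (-0.47 for both). *Mst1* lies on chromosome 9, where most genes on the table were lower in the knockdown. *E2f2* lies on chromosome 4 and *Mab21l2* on chromosome 3, where 61.3% and 59.3% of the genes were higher. *Igfbp5* lies on chromosome 1, where 52.9% were lower.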

### *Paupar* functions as a transcriptional cofactor to promote KAP1 chromatin occupancy and H3K9me3 deposition at PAX6 bound sequences

KAP1 is recruited to its target sites within 3′ UTRs of ZNF genes through association with KRAB‐ZNF transcription factors (O'Geen *et al*, 2007; Iyengar *et al*, 2011). However, *Paupar* bound sequences are preferentially located at gene promoters and are not enriched for KRAB‐ZNF transcription factor binding motifs as determined using *de novo* motif discovery (Vance *et al*, 2014). This suggests that *Paupar* may play a role in recruiting KAP1 to a separate class of binding site in a KRAB‐ZNF‐independent manner. To test this, *Paupar* expression was first depleted using transient transfection of *Paupar* targeting shRNA expression vectors (Fig 3C). ChIP‐qPCR was then performed to measure KAP1 chromatin occupancy in control and *Paupar* knockdown N2A cells at the four *Paupar*‐KAP1–PAX6 co‐occupied binding sites within the regulatory regions of the *Mab21L2*,* Mst1*,* E2f2* and *Igfbp5* genes, a *Paupar*‐KAP1 bound sequence within the *Ezh2* gene that is not regulated by PAX6, and a control sequence that is not bound by *Paupar*. The results show that KAP1 chromatin binding is significantly decreased at the four *Paupar*‐KAP1–PAX6 bound regions upon *Paupar* depletion and that the extent of KAP1 chromatin association appears to be dependent on *Paupar* transcript levels (Fig 3D). KAP1 chromatin association is also not reduced at the *Ezh2* gene *Paupar*‐KAP1 binding site or at the control sequence that is not bound by *Paupar* (Fig 3D), whilst total KAP1 protein levels do not detectably change upon *Paupar* knockdown (Fig 3E), further confirming specificity.

These results imply that *Paupar* functions to promote KAP1 chromatin association at a subset of its genomic binding sites in *trans* and that this requires the formation of a DNA bound ternary complex containing *Paupar*, KAP1 and PAX6. Consistent with this, co‐expression of *Paupar* promotes KAP1–PAX6 association in a dose‐dependent manner in an immunoprecipitation experiment (Fig 3F). This effect is specific for the *Paupar* transcript because expression of a size‐matched control RNA does not alter KAP1–PAX6 association. *Paupar* thus functions as a transcriptional cofactor to promote the assembly of a complex containing *Paupar*‐KAP1–PAX6 on chromatin in *trans*. This ribonucleoprotein complex appears to function as a regulator of genes involved in controlling neural stem cell self‐renewal and differentiation.

We next tested whether *Paupar* can induce histone modification changes at bound target genes on different chromosomes away from its sites of synthesis. As KAP1 interacts with the SETDB1 methyltransferase to mediate histone H3K9me3 deposition (Schultz *et al*, 2002), we first determined the levels of H3K9me3 at the shared binding sites near the *Mab21L2*,* Mst1*,* E2f2*,* Igfbp5* and *Ezh2* genes using ChIP‐qPCR. This revealed an enrichment of H3K9me3‐modified chromatin at all five locations (Fig EV3), consistent with a previous study showing that many KAP1 bound promoters are marked by H3K9me3 (O'Geen *et al*, 2007). ChIP analysis following *Paupar* depletion using two different shRNAs identified a significant decrease in histone H3K9me3 at three (*Mab21L2*,* Mst1* and *E2f2*) out of four shared binding sites within genes that are co‐regulated by *Paupar*, KAP1 and PAX6 (Fig 3G and H). No change in histone H3K9me3 was detected at the *Ezh2* gene whose expression does not change upon PAX6 depletion. Together, these data show that *Paupar* functions to modulate KAP1 chromatin association and subsequent histone H3K9me3 deposition at a subset of its shared binding sites in *trans*.

**Figure EV3:**
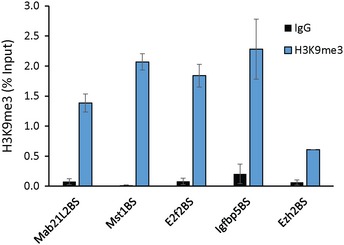
*Paupar‐* KAP1–PAX6 bound sequences within the regulatory regions of the *Mab21L2*,* Mst1*,* E2f2, Igfbp5* and *Ezh2* genes are enriched in H3K9me3 modified chromatin ChIP assays were performed in N2A cells using either histone H3K9me3 or anti‐rabbit IgG control antibody. DNA fragments were amplified using qPCR. % input was calculated as 100 × 2${}^{\left(C_{t}\mathrm{Input}-C_{t}\mathrm{IP}\right)}$. Results are presented as mean values ± SEM, *N* = 4.

Surprisingly, analysis of our microarray dataset of *Paupar*‐mediated gene expression changes (Vance *et al*, 2014) showed that H3K9me3 deposition did not correlate with transcriptional repression. *Mab21L2* and *Mst1* were downregulated upon *Paupar* depletion suggesting that they are activated by the *Paupar*‐KAP1–PAX6 complex whilst *E2f2* expression was upregulated, suggesting that it is repressed by this complex. These findings are consistent with recent work using dCas9 fusion proteins to target histone methylation to specific loci (O'Geen *et al*, 2017) and suggest a complex relationship between *Paupar*‐mediated KAP1‐dependent chromatin changes and gene expression.

### *Paupar* co‐occupies an enriched subset of KAP1 binding sites genome‐wide

We next examined the intersection between *Paupar* and KAP1 bound locations genome‐wide in order to generate a more comprehensive view of the potential of *Paupar* for regulating KAP1 function. ChIP‐seq profiling of KAP1 chromatin occupancy showed that KAP1 associates with 5,510 genomic locations compared to input DNA in N2A cells (1% FDR; Dataset EV4). KAP1 binding sites are particularly enriched at promoter regions, over gene bodies and at the 3′ UTRs of zinc finger genes (Fig 4A), consistent with previous studies mapping human KAP1 genomic occupancy (O'Geen *et al*, 2007; Iyengar *et al*, 2011). Intersection of KAP1 bound locations with our CHART‐seq map of *Paupar* genomic binding in N2A cells (Vance *et al*, 2014) identified 46 KAP1 binding sites that are co‐occupied by *Paupar* and not bound in a LacZ‐negative control CHART‐seq pulldown (Fig 4B). Notably, this represents a significant (*P* < 0.001) fourfold enrichment of *Paupar* and KAP1 co‐occupied locations as estimated using Genome Association Tester (GAT; Fig 4B). Plotting the distribution of peak intensities across these co‐occupied regions revealed a precise coincidence of *Paupar* and KAP1 binding (Fig 4C). These data therefore show that *Paupar* co‐occupies a specific subset of KAP1 bound sequences genome‐wide.

**Figure 4:**
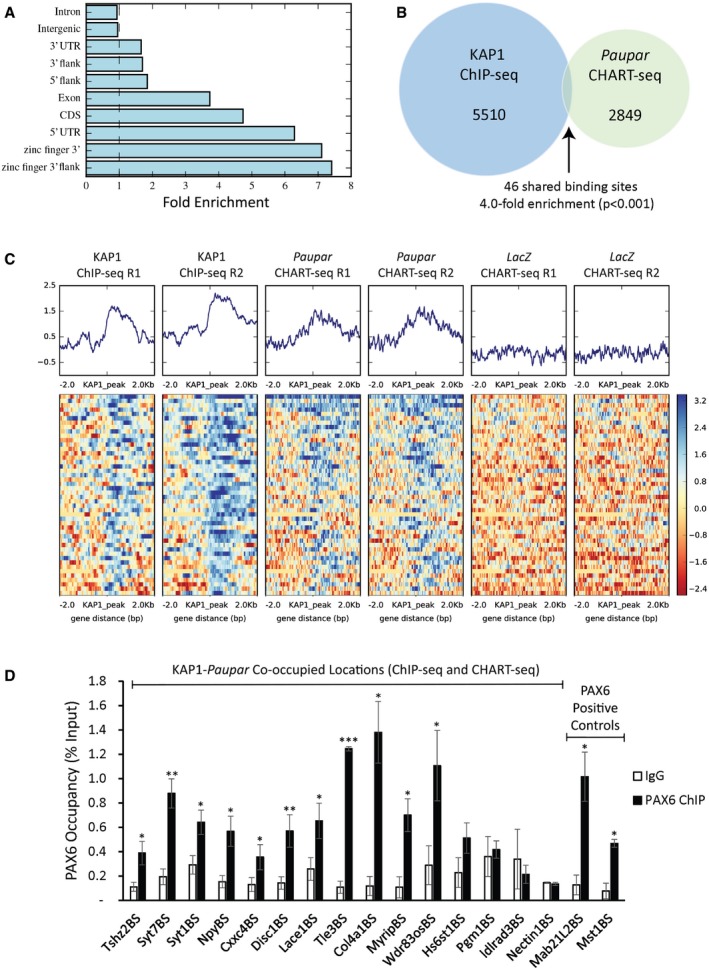
*Paupar* co‐occupies a subset of KAP1 binding sites on chromatin genome‐wide 5,510 KAP1 binding sites common to both replicates were identified relative to input DNA (1% FDR; Dataset EV4).
Sites of KAP1 occupancy are particularly enriched at promoter regions (5′ UTRs), over gene bodies and over the 3′ UTR exons of zinc finger genes [*q *=* *2 × 10^−5^; GAT randomisation test (Heger *et al*, 2013)].Intersection of KAP1 and *Paupar* binding sites in N2A cells identified 46 KAP1 bound locations that are specifically co‐occupied by *Paupar*. This represents a significant fourfold enrichment [*P* <* *1 × 10^−3^; GAT randomisation test (Heger *et al*, 2013)].Sequencing read density distribution over the 46 shared binding locations was calculated and revealed a coincidence of *Paupar* and KAP1 binding site centrality. Colour legend indicates the base 2 logarithm of the ratio of read counts against input in bins of width 10 *nt*.ChIP in N2A cells was performed using either an antibody against PAX6 or an isotype‐specific control. *Paupar*‐KAP1 co‐occupied binding sites close to the indicated genes were amplified using qPCR to check for PAX6 chromatin association. % input was calculated as 100 × 2${}^{\left(C_{t}\mathrm{Input}-C_{t}\mathrm{IP}\right)}$. Results are presented as mean values ± SEM, *N* = 3. One‐tailed *t*‐test, unequal variance *P < 0.05, **P < 0.01, ***P < 0.001.

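The array values after *Kap1* knockdown are given first for *Npy*, *Syt1*, *Plxna4* and *Cibar2*, the current symbol of *Fam92b*. *Npy*, which encodes neuropeptide Y, read 245 on each of the 3 control arrays and 137 ± 17.8 (SD, n = 3) in the knockdown, a log2 fold change of -0.85 (standard error 0.083, adjusted p = 1.55e-05 from limma). Readings identical on all 3 arrays of a group were also seen for other transcript clusters, and their cause was not tested. *Plxna4*, a semaphorin receptor subunit, fell from 2167 ± 23.3 (SD, n = 3) to 1456 ± 49.0 (SD, n = 3), a log2 fold change of -0.57 (standard error 0.050, adjusted p = 6.94e-06 from limma). *Syt1*, the calcium sensor of synaptic vesicle release, fell by 0.49 on the log2 scale (standard error 0.049, adjusted p = 1.75e-05 from limma). *Cibar2* rose from 64.0 ± 3.46 (SD, n = 3) to 138 ± 5.13 (SD, n = 3), a log2 fold change of 1.11 (standard error 0.059, adjusted p = 2.91e-07 from limma). Of the genes that Fig 4 and the paper's text name at co-occupied sites, 13 were on the table, of which 5 fell, 2 rose and 6 did not pass. The corepressor *Tle3* had a log2 fold change of -1.12 (standard error 0.065), *Pgm2*, a sugar phosphate mutase, had 0.72 (standard error 0.052), and *Tshz2*, a zinc finger gene, had -0.46 (standard error 0.072), under the fold threshold. The call of *Syt1* was lost after median centring (-0.47), quantile normalization (-0.46), at an absolute log2 fold change of at least 0.5 and without control replicate 1 (-0.48) or knockdown replicate 1 (-0.47), and that of *Tshz2* was gained without control replicate 3 (-0.52).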

We then examined the intersection between these 46 *Paupar*‐KAP1 co‐bound locations and the 244 *Paupar*‐KAP1 co‐regulated genes (Dataset EV3) and found shared binding sites within the putative regulatory regions of the *Npy*,* Syt1*,* Fam92b* and *Plxna4* genes. However, we expect this to be an under‐representation of the total number of direct *Paupar*‐KAP1 co‐regulated targets given the complex cause‐and‐effect relationship between histone H3 methylation and gene expression (O'Geen *et al*, 2017).

Our analysis also revealed that only one of the 46 *Paupar*‐KAP1 co‐occupied sequences is located within the 3′ UTR of a ZNF gene (zfp68; Dataset EV4), pointing to an alternative mechanism of KAP1 genomic recruitment in addition to the well‐described KRAB‐ZNF association. To investigate this further, we performed ChIP‐qPCR to interrogate the overlap between PAX6 and *Paupar*‐KAP1 co‐occupied locations. PAX6 occupancy was measured at a subset of ChIP‐seq and CHART‐seq defined KAP1‐*Paupar* bound sequences as well as at previously identified *Paupar*‐KAP1–PAX6 binding sites close to the *Mab21L2* and *Mst1* genes as positive controls. The results identified statistically significant PAX6 enrichment at 11 out of 15 (73%) locations tested compared to an IgG control (Fig 4D). These include PAX6 binding sites within the regulatory regions of four neuronal genes (*Npy*,* Syt1*,* Tshz2* and *Syt7*) whose expression changes when PAX6 expression is depleted in N2A cells (Vance *et al*, 2014). Taken together, these results indicate that PAX6 is likely to play a regulatory role at a large proportion of *Paupar*‐KAP1 co‐occupied sequences genome‐wide. The absence of PAX6 from some of the tested locations further suggests that *Paupar*‐KAP1 can associate with other transcription factors in addition to PAX6.

### *Paupar* and Kap1 regulate olfactory bulb neurogenesis

Our results indicate that *Paupar* and KAP1 regulate the expression of shared target genes important for proliferation and neuronal differentiation in N2A cells. We next expanded this observation and tested whether *Paupar* and *Kap1* can regulate mouse SVZ/OB neurogenesis *in vivo*. In this system, neurogenesis can be monitored by electroporating neonatal SVZ neural stem cells and analysing differentiated neurons that have migrated into the OB 7 days post electroporation (dpe; Boutin *et al*, 2008; Chesler *et al*, 2008). RT–qPCR first showed that *Paupar* and *Kap1* are expressed in the SVZ and in neurospheres cultured from postnatal day 4 (P4) SVZ (Fig EV4A and B), consistent with *Kap1* expression data in the Allen Brain Atlas. Similar to N2A cells, shRNA expression vectors depleted *Paupar* and *Kap1* transcript in P4 SVZ neurospheres (Fig EV4C and D). Nucleofection of shRNA expression vectors targeted ~60% of cells, as measured using GFP, but we determined transcript levels in all cells. Thus, on a cell‐by‐cell basis the relative level of knockdown of both *Paupar* and *Kap1* is predicted to be greater than shown.

**Figure EV4:**
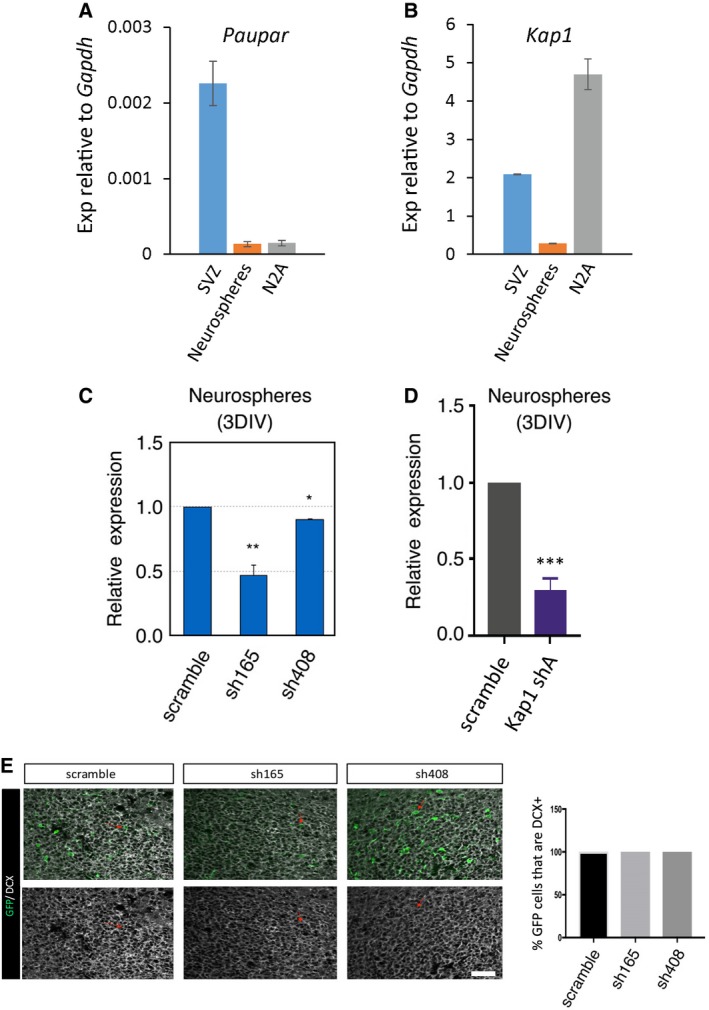
*Paupar* and *Kap1* SVZ analysis A, B
*Paupar* and *Kap1* transcript levels were determined using RT–qPCR in the P4 SVZ and in tertiary neurospheres prepared from the P4 SVZ.C, DNeurosphere cultures were transfected with the indicated *Paupar* or *Kap1* targeting shRNA expression vectors or a non‐targeting control. *Paupar* and *Kap1* expression was quantified using qRT–PCR 3 days later and normalised using *Gapdh*. The results are presented relative to the scrambled control (set at 1).EGFP and DCX co‐labelling in the OB 7 dpe. Small red arrows show examples of co‐labelled cells. Data information: Data are shown as mean ± SEM. *N* = 3. In (E), there are no error bars because 100% of all GFP^+^ cells in the OB were DCX^+^. Scale bar represents 30 μm. The same scale is used for all images. *P < 0.05, **P < 0.01, ***P < 0.001, one‐tailed *t*‐test, unequal variance.

We then electroporated P1 pups with *Paupar* and *Kap1* shRNA expression constructs or a scrambled control and examined the number and morphology of neurons that migrated into the OB 7 dpe. The results showed that there were significantly fewer GFP^+^ cells in the OB after *Paupar* knockdown (KD) using sh165 KD compared to control whilst KD with sh408 caused a slight but statistically non‐significant decrease in OB GFP^+^ cell numbers (Fig 5A and B). As sh165 more efficiently depletes *Paupar* expression compared to sh408 in N2A cells (Fig 3C) and in neurospheres (Fig EV4C), this result is suggestive of dose‐dependent effects mediated by the *Paupar* transcript. Co‐staining with the immature neuroblast marker DCX (Yang *et al*, 2004) showed that all GFP^+^ cells in the OB were DCX^+^, and this was not altered by *Paupar* KD (Fig EV4E). Similar to *Paupar*, at 7 dpe of either *Kap1* shRNA expression construct, there was a significant reduction in the number of GFP^+^ cells that had migrated from the SVZ into the OB (Fig 5C and D). We controlled for apoptosis as this may lead to reduced cell numbers and did not detect changes in the percentage of GFP^+^ cells that are TUNEL^+^ at 3 or 7 dpe between scrambled control and any of the *Paupar* or *Kap1* shRNA expression vectors in the SVZ, RMS or OB (Fig EV5). These results therefore suggest that both *Paupar* and *Kap1* are required for the production of newborn OB neurons.

**Figure 5:**
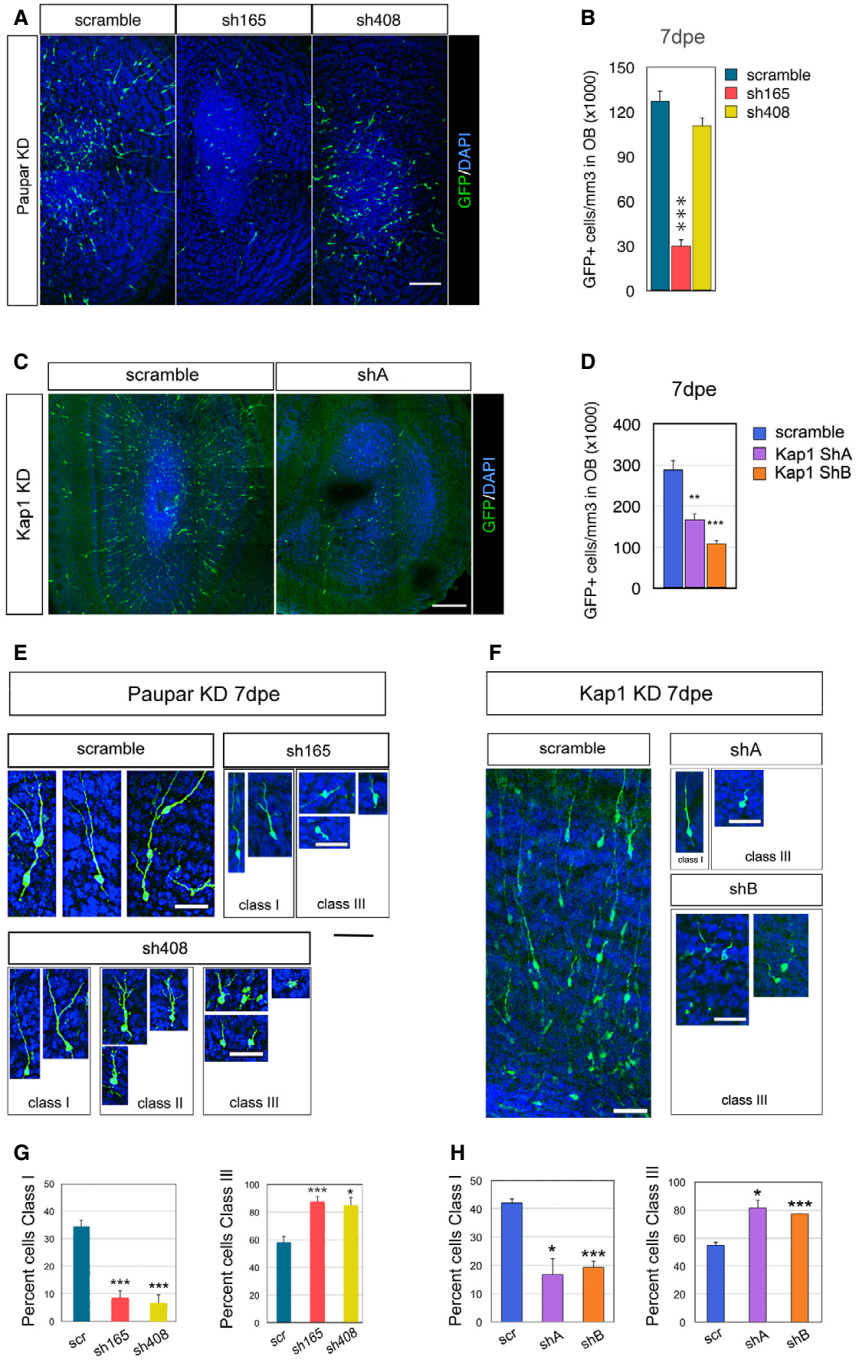
*Paupar* and *Kap1* loss‐of‐function alters OB neuron number and morphology P1 pups were electroporated with the indicated shRNA expression vectors. All shRNA plasmids also express GFP.
A, BImmunostaining and quantification of GFP^+^ cells that were electroporated in the SVZ and migrated to the OB, *Paupar* KD, 7 dpe. *N* ≥ 3.C, DGFP^+^ cells that have migrated to the olfactory bulb 7 dpe decrease after *Kap1* KD. Quantification of the density of electroporated cells in the OB after *Kap1* KD. *N* = 3.EHigh magnification showing different morphologies in GFP^+^ granule layer OB neurons 7 dpe, *Paupar* KD. For ease of comparison, neuronal orientations were aligned to vertical. The cells shown in the scr control group are class I.FHigh magnification showing different morphologies in GFP^+^ granule layer OB neurons 7 dpe, *Kap1* KD. Neuronal orientations rendered vertical. The scr control image shows several class I as well as class III neurons.GQuantification of the percentage of cells with Class I and Class III morphology 7 days after *Paupar* KD. *N* ≥ 3.HQuantification of the percentage of cells with Class I and Class III morphology 7 days after *Kap1* KD. *N* = 3.Data information: Data are shown as mean ± SEM and analysed by two‐tailed Student's *t*‐tests. *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars represent 100 μm (A), 200 μm (C), 30 μm (E), 50 μm (F). The same scale is used for all images within each section.

**Figure EV5:**
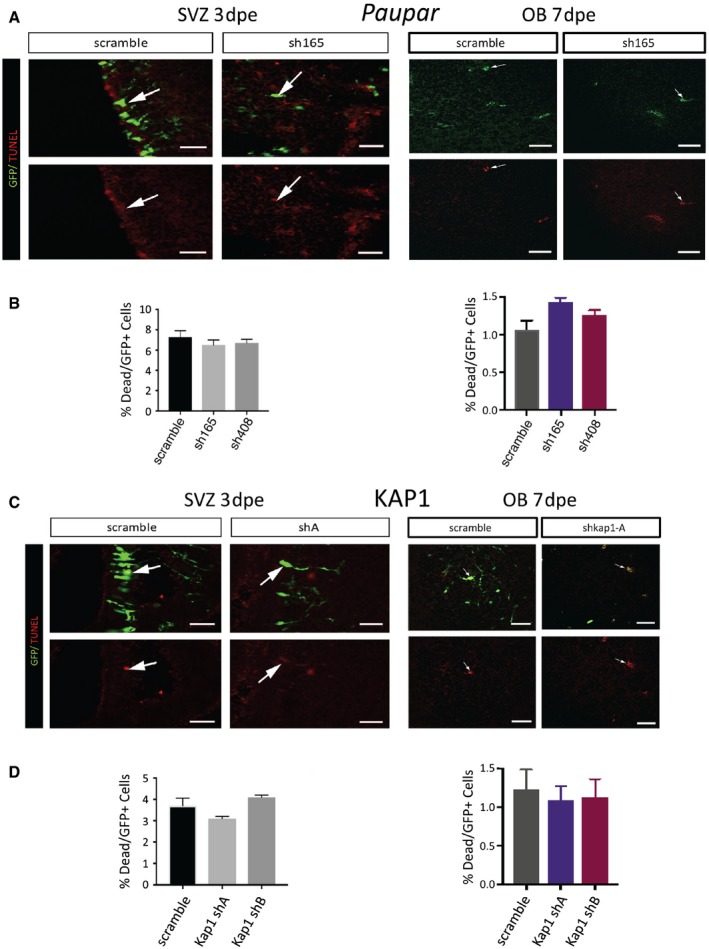
*Paupar‐* and *Kap1*‐mediated decrease in neuronal numbers is not due to increased cell death A–DQuantification of TUNEL^+^ cells after *Paupar* (A, B) or KAP1 (C, D) depletion to detect apoptosis in the SVZ at 3 dpe and OB at 7 dpe. Arrows show examples of co‐labelled TUNEL^+^ and GFP^+^ cells. *N* = 3. Data are presented as mean ± SEM and analysed by one‐way ANOVA. Scale bars represent 30 μm.

Interestingly, *Paupar* as well as *Kap1* knockdown altered the morphology of newborn neurons in the OB (Fig 5E–H). As expected (Petreanu & Alvarez‐Buylla, 2002), in scrambled controls many GFP^+^ neurons in the OB granule layer had begun morphological differentiation with processes extending radially towards the pial surface, some of which were branched. These cells were classified as class I (Fig 5E and F; Boutin *et al*, 2010). By contrast, after *Paupar* KD, a variety of abnormal morphologies were observed, which we classified as class II or class III (Fig 5E). Class II cells were rare but were distinguished by many short branched processes. Class III cells exhibited only short or no processes, suggesting they were still migrating or had not substantially differentiated (Fig 5E). Quantification revealed that after electroporation the percentage of cells with Class I morphology was 34 ± 2% in scrambled controls but only 8 ± 3% after *Paupar* KD with sh165 and 6 ± 3% in the sh408 group (*P* = 0.0005 and *P* = 0.0009, respectively; Fig 5G). Conversely, after *Paupar* KD there were significantly more class III neurons in the sh165 group (87 ± 4%) as well as in the sh408 group (85 ± 6%) compared to controls (58 ± 5%; *P* = 0.003 and *P* = 0.02, respectively). *Kap1* KD showed similar effects (Fig 5F and H); shA and shB resulted in 16.7 ± 5.6 and 19.3 ± 2.0% of Class I neurons versus 42.0 ± 1.5% in controls (*P* = 0.012 and *P* = 0.013, respectively). Again, the number of Class III neurons increased from 54.7 ± 2.2% in controls to 81.3 ± 5.6% after shA KD and 77.3 ± 0.3% after shB KD (*P* = 0.0009 and *P* = 0.0005, respectively). These data further suggest that *Kap1* and *Paupar* affect postnatal neurogenesis by disrupting both migration into the OB and morphological differentiation of newborn neurons.

## Discussion

LncRNAs can bind and regulate target genes on multiple chromosomes away from their sites of transcription. The number of lncRNAs that function in this way is steadily increasing suggesting that nuclear lncRNAs could exert a wide range of currently uncharacterised, *trans*‐acting functions in transcription and chromatin regulation. Moreover, loss‐of‐function studies using animal model systems are needed to identify and characterise lncRNA regulatory roles during embryonic development and in adult tissue homeostasis to clarify the importance of this class of transcript *in vivo*.

To gain novel insights into lncRNA gene regulation, we investigated the mode of action of the CNS‐expressed lncRNA *Paupar* at chromosomal binding sites away from its site of synthesis in N2A cells. We show that *Paupar* directly binds the KAP1 epigenetic regulatory protein and thereby regulates the expression of shared target genes important for proliferation and neuronal differentiation. Our data indicate that *Paupar* modulates histone H3K9me deposition at a subset of distal bound transcriptional regulatory elements through its association with KAP1, including at a binding site upstream of the *E2f2* gene. These chromatin changes are consistent with our previous report that this *E2f2* bound sequence functions as a transcriptional enhancer whose activity is restricted by *Paupar* transcript levels (Vance *et al*, 2014). Our results therefore suggest a model in which *Paupar‐*directed histone modification changes in *trans* alter the activity of bound regulatory elements in a dose‐dependent manner.

Several other lncRNAs have also been shown to alter the chromatin structure of target genes in *trans*. These include the human *PAUPAR* orthologue which can inhibit H3K4 trimethylation of the *Hes1* promoter in eye cancer cell lines, as well as lncRNA‐HIT which induces p100/CBP‐mediated changes in histone H3K27ac at bound sequences to regulate genes involved in chondrogenesis (Carlson *et al*, 2015; Ding *et al*, 2016). The lncRNA *Hotair* is one of the most studied *trans‐*acting lncRNAs. Whilst *Hotair* has been proposed to guide PRC2 to specific locations in the genome to induce H3K27me3 and silence gene expression (Chu *et al*, 2011), recent conflicting studies report that PRC2 associates with low specificity to lncRNAs and suggest that *HOTAIR* does not directly recruit PRC2 to the genome to silence gene transcription (Kaneko *et al*, 2013; Davidovich *et al*, 2015; Portoso *et al*, 2017). Mechanistic studies on individual *trans*‐acting lncRNAs such as *Paupar* are therefore needed to further define general principles of genome‐wide lncRNA transcription and chromatin regulation.

It is proposed that lncRNAs may guide chromatin‐modifying complexes to distal regions in the genome through RNA–RNA associations at transcribed loci, or either directly through RNA–DNA base pairing or indirectly through RNA–protein–DNA associations (Vance & Ponting, 2014; Rutenberg‐Schoenberg *et al*, 2016). We show here that *Paupar* acts to increase KAP1 chromatin association by promoting the formation of a DNA binding regulatory complex containing *Paupar*, KAP1 and PAX6 within the regulatory regions of shared target genes in *trans*, as illustrated in the model in Fig 6. This suggests that *Paupar* functions as a cofactor for transcription factors such as PAX6 to modulate target gene expression across multiple chromosomes. In a similar manner, *Prncr1* and *Pcgem1* lncRNAs interact with the androgen receptor (AR) and associate with non‐DNA binding cofactors to facilitate AR‐mediated gene regulation (Yang *et al*, 2013). LncRNA‐mediated recruitment of chromatin regulatory proteins to DNA bound transcription factors may represent a common mechanism of *trans*‐acting lncRNA gene regulation, in line with their suggested role as molecular scaffolds (Tsai *et al*, 2010).

**Figure 6:**
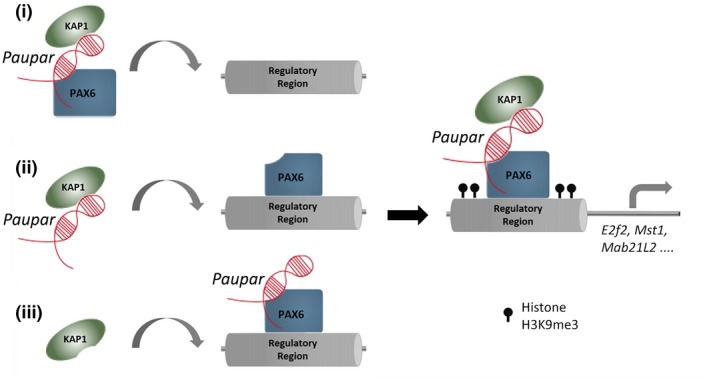
Schematic detailing possible *Paupar* mode of action at distal bound regulatory regions *Paupar* promotes KAP1 chromatin association and H3K9me3 deposition through the assembly of a DNA bound ribonucleoprotein complex containing *Paupar*, KAP1 and PAX6 within the regulatory regions of direct target genes such as *Mab21L2*,* Mst1* and *E2f2*. We propose three potential (non‐mutually exclusive) scenarios to describe the order of assembly of this complex: (i) A ternary complex forms in the nucleoplasm before binding DNA; (ii) *Paupar* interacts with KAP1 and guides it to DNA bound PAX6; or (iii) KAP1 is recruited to a DNA bound PAX6‐*Paupar* complex. This leads to local H3K9me3 modification changes at these bound sequences in *trans*. The model was generated taking into consideration the discovery that *Paupar* genome‐wide binding sites contain an enrichment of motifs for neural transcription factors but are not enriched for sequences that are complementary to *Paupar* itself (Vance *et al*, 2014). This suggests that *Paupar* does not bind DNA directly but is targeted to chromatin indirectly through RNA–protein interactions with transcription factors such as PAX6. Moreover, KAP1 is a non‐DNA binding chromatin regulator that is also targeted to the genome through interactions with transcription factors.

KAP1 is guided to the 3′ UTR of zinc finger genes in the genome through association with KRAB‐ZNF transcription factors (O'Geen *et al*, 2007). However, the mechanisms of KAP1 genome‐wide recruitment are not fully understood (Iyengar *et al*, 2011). Our data identify KAP1 as a novel RNA binding protein and show that *Paupar* plays a role in modulating the recruitment of KAP1 to specific PAX6 bound locations in the genome. We further assessed the extent to which *Paupar* may be able to modulate KAP1 genome‐wide recruitment and identified 46 shared binding sites on chromatin, only one of which was within a 3′ UTR of a zinc finger gene. We measured PAX6 occupancy at a subset of these locations and identified significant PAX6 enrichment at 11 out of 15 *Paupar*‐KAP1 co‐occupied regions. These results raise the possibility that additional chromatin‐enriched lncRNAs may operate to recruit KAP1 to specific locations in the genome and that this may involve context‐specific interactions with both KRAB‐ZNF and non‐KRAB‐ZNF containing transcription factors such as PAX6.

Our knockdown studies indicate that *Paupar* and *Kap1* are required for normal postnatal OB neurogenesis *in vivo*. At 7 dpe of the SVZ most cells would be migrating from the RMS into the OB with only a minority differentiating and our quantification supported this. In accordance with the KAP1‐*Paupar* physical association, both *Paupar* and *Kap1* loss‐of‐function reduced the number of newborn neurons in the OB. Although the decrease in neuronal numbers could have been due to increased apoptosis caused by *Paupar* or KAP1 knockdown, we found no evidence of altered cell death in the SVZ, RMS or OB with TUNEL staining. Another possibility is that *Paupar* and KAP1 knockdown attenuated migration through the RMS. Reduced migration is sufficient to decrease rates of OB neurogenesis (Comte *et al*, 2011) and could explain the reduced number of cells in the OB 7 dpe. There is precedence for such an effect as reduction in either lncRNA *ncRNA‐7a* or *HNF1A‐AS1* decreased cell migration (Orom *et al*, 2010; Yang *et al*, 2014a), and reduced migration into the OB could also cause a delay in differentiation. Consistent with this, fewer newborn neuroblasts had differentiated morphology and more had immature morphology after *Paupar* or KAP1 depletion. Additionally, it may be that *Paupar* and KAP1 affect the rate of OB interneuron differentiation in a manner similar to NeuroD1 (Boutin *et al*, 2010; Pataskar *et al*, 2016).

This study identifies *Paupar* and *Kap1* as novel regulators of OB neurogenesis *in vivo* and provides important conceptual insights into the distal modes of lncRNA‐mediated gene regulation. Given the widespread role played by *Kap1* in genome regulation and chromatin organisation, we anticipate that further chromatin‐associated lncRNAs will be found to functionally interact with KAP1.

## Materials and Methods

### Plasmid construction

*Kap1* and *Paupar* targeting short hairpin RNAs (shRNAs), designed using the Whitehead Institute siRNA selection programme, were synthesised as double‐stranded DNA oligonucleotides and ligated into pBS‐U6‐CMVeGFP as shown previously (Vance *et al*, 2014). The *Paupar* targeting sh165 and sh408 expression constructs, the non‐targeting scrambled control shRNA and pCAGGS‐*Paupar* expression vector, are also detailed in (Vance *et al*, 2014). To generate the PAX6 expression vector, *Pax6* coding sequence was PCR amplified from mouse N2A cell cDNA as a NotI‐XhoI fragment and inserted into pcDNA3.1(+) (Invitrogen). The forward primer incorporated a DNA sequence to insert the DYKDDDDK FLAG epitope tag in frame at the amino terminal end of PAX6. *Rcor3* coding sequence was also PCR amplified from mouse N2A cell cDNA and cloned into pcDNA3.1(+) to generate pcDNA3‐RCOR3. pcDNA3‐HA‐KAP1 was a kind gift from Colin Goding (Ludwig Institute, Oxford). The sequences of the oligonucleotides used in this study are listed in Table EV1.

### Cell culture

N2A mouse neuroblastoma cells (ATCC CCL‐131) were grown in DMEM supplemented with 10% foetal bovine serum. All transfections were performed using FuGENE 6 (Promega) following the manufacturer's instructions. To generate *Kap1* knockdown cells, ~2 × 10^5^ cells were plated per well in a six‐well plate. 16–24 h later, cells were transfected with 1.5 μg *Kap1* shRNA expression construct and 300 ng (5:1 ratio) pTK‐Hyg (Clontech). Three days after transfection, cells were trypsinised, resuspended in growth medium containing 200 μg/ml Hygromycin B and plated onto a 6‐cm dish. Drug‐resistant cells were grown for 7 days and harvested as a pool.

### Immunoprecipitation

1 × 10^6^ N2A cells were seeded per 10‐cm dish. The next day, cells were transfected with different combinations of pcDNA3‐FLAG‐PAX6, pcDNA3‐HA‐KAP1, pcDNA3‐RCOR3, pCAGGS‐Paupar, pCAGGS‐AK034351 control transcript or pcDNA3.1 empty vector. 6 μg plasmid DNA was transfected in total. Two days later, cells were washed twice with ice‐cold PBS, transferred to 1.5‐ml microcentrifuge tubes and lysed in 1 ml ice‐cold IP Buffer (IPB; 50 mM Hepes pH 7.5, 350 mM NaCl, 1 mM MgCl_2_, 0.5 mM EDTA and 0.4% IGEPAL CA‐630) for 30 min, 4°C with rotation. Lysates were pelleted at 16,000 *g*, 20 min, 4°C in a microfuge, supernatant was added to 30 μl anti‐FLAG M2 Magnetic Beads (#M8823, Sigma) and incubated overnight at 4°C with rotation. Beads were washed three times with IPB and eluted in 20 μl Laemmli sample buffer for 5 min at 95°C. Bound proteins were detected by Western blotting using anti‐FLAG M2 (F3165, Sigma), anti‐KAP1 (ab10483, Abcam), anti‐RCOR3 (A301‐273A, Bethyl Laboratories) and Protein A HRP (ab7456, Abcam).

### RNA pulldown assay

Sense RNA was *in vitro*‐transcribed from pCR4‐TOPO‐*Paupar* using T7 RNA polymerase, according to manufacturer's instructions (New England Biolabs). Transcribed RNA was concentrated and purified using the RNeasy MinElute Cleanup kit (Qiagen). Purified RNA was then 5′ end labelled with biotin‐maleimide using a 5′ EndTag nucleic acid labelling system (Vector Laboratories). Streptavidin‐coated Dynabeads M‐280 (Invitrogen) were washed, prepared for RNA manipulation and the 5′ biotinylated RNA bound according to manufacturer's instructions. N2A cell nuclear extract was diluted in affinity binding/washing buffer (150 mM NaCl, 50 mM HEPES, pH 8.0, 0.5% Igepal, 10 mM MgCl_2_) in the presence of 100 μg/ml tRNA, 40 U/ml RNaseOUT (Invitrogen) and a protease inhibitor cocktail (Roche). RNA‐coated beads were incubated with nuclear extract at room temperature for 2 h with rotation. The supernatant was then removed, the beads washed six times (10 min) with affinity/binding washing buffer, and bound protein eluted by heating to 95°C in the presence of Laemmli sample buffer for 5 min. Samples were loaded onto a 10% Tris‐glycine polyacrylamide gel (Bio‐Rad) and subjected to denaturing SDS–PAGE until they just entered the resolving gel. Protein samples were then excised, diced and washed three times with nanopure water. Tryptic digest and mass spectrometry were performed by the Central Proteomics Facility (Dunn School of Pathology, University of Oxford).

### RNA‐IP

Approximately 1 × 10^7^ N2A cells were used per RNA‐IP. Native RNA‐IP experiments were performed using the Magna RIP Kit (Millipore) according to the manufacturer's instructions. UV‐RIP was carried out as described in Vance *et al* (2014). We used the following rabbit polyclonal antibodies: anti‐RCOR3 (A301‐273A, Bethyl Laboratories), anti‐CoREST (07‐455, Millipore), anti‐KAP1 (ab10483, Abcam), anti‐ERH (ab96130, Abcam), anti‐PPAN (11006‐1‐AP, Proteintech Group) and rabbit IgG (PP64B, Millipore).

### Chromatin immunoprecipitation

For knockdown experiments, 4 × 10^6^ N2A cells per ChIP were seeded in 15‐cm plates. The next day, cells were transfected with either 15 μg *Paupar* targeting shRNA expression vectors or a non‐targeting scr control. Three days later, cells were harvested for ChIP using either 5 μg anti‐KAP1 (ab10483, Abcam), anti‐histone H3K9me3 (39161, Active Motif) or normal rabbit control IgG (#2729, Cell Signalling Technology) antibodies. ChIP was performed as described in Vance *et al* (2014). 5 μg anti‐PAX6 (#AB2237, Millipore) was used for PAX6 ChIP. For KAP1 ChIP‐seq, the following modifications were made to the protocol: ~2 × 10^7^ N2A cells per ChIP were double‐cross‐linked, first using 2 mM disuccinimidyl glutarate (DSG) for 45 min at room temperature, followed by 1% formaldehyde for 15 min at room temperature, as described in Nowak *et al* (2005). Chromatin was sheared to ~200 bp using a Bioruptor Pico (Diagenode) and ChIP DNA and matched input DNA from two independent KAP1 ChIP experiments were sequenced on an Illumina HiSeq 4000 (150‐bp paired‐end sequencing).

### ChIP‐seq analysis

The Babraham Bioinformatics *fastqscreen* (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/) and *fastQC* (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) tools were used to screen the raw reads for containments and to assess quality. We removed traces of the adapter sequence from the raw reads using the *Trimmomatic* tool (Bolger *et al*, 2014). Trimmomatic was also used to trim by quality with the options: *LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50*. The trimmed reads were aligned to the mm10 reference genome, using the Burrows‐Wheeler Aligner (Li & Durbin, 2010) with the command: *> bwa mem mm10 <pair_1.fq> <pair_2.fq>*. Alignment quality was assessed with the *Qualimap 2.2.1* tool (Okonechnikov *et al*, 2016). The aligned reads were filtered to exclude reads with a MAPQ alignment quality < 20. Furthermore, we excluded reads aligning to blacklisted regions identified by the ENCODE consortium (ENCODE Project Consortium, 2012). MACS2 version 2.1.1.20160309 was used to identify genomic regions bound by KAP1. We further filtered the aligned reads to retain only those with length 150 and called peaks relative to the input controls using the options “*–gsize = 1.87e9 –qvalue = 0.01 ‐B –keep‐dup auto”*. To examine the read density distribution in the vicinity of KAP1 peaks, we used *deepTools* (Ramirez *et al*, 2016). Read density was calculated with respect to input using the bamCompare tool from deepTools, with the option “*–binSize 10*”. The matrix of read densities in the vicinity of KAP1 peaks was calculated using “*computeMatrix reference‐point*”, and heatmaps plotted with “*plotHeatmap”*. The Genomic Association Test tool *GAT* (Heger *et al*, 2013) was used to characterise KAP1 binding sites and the relationship between KAP1 and *Paupar*. Coordinates with respect to the mm10 reference genome for characteristic genomic regions (exons, introns, 3′ UTRs, etc.) were downloaded from the UCSC Genome Table Browser (https://genome.ucsc.edu/cgi-bin/hgTables). The enrichment of KAP1 peaks and the intersection of KAP1 and *Paupar* peaks with respect to these genomic regions was assessed using GAT with the options “–ignore‐segment‐track –num‐samples = 100,000” and using the complement of the blacklist regions as the workspace. To test for significance coincidence of KAP1 and *Paupar* peaks, we use GAT with the same options. The *Paupar* CHART‐Seq peakset from Vance *et al* (2014) was used for comparison.

### Transcriptomic analysis

Total RNA was isolated from triplicate control and KAP1 knockdown cells using the Qiagen Mini RNeasy kit following the manufacturer's instructions. RNA samples with a RNA Integrity Number greater than 8, as assessed on a BioAnalyzer (Agilent Technologies), were hybridised to Mouse Gene 1.0 ST Arrays as detailed in (Chalei *et al*, 2014). Microarray data were Robust Multi‐array Average (RMA) normalised using GeneSpring GX12.6 (Agilent). Differentially expressed genes (fold change difference ≥ 1.4) were identified using a false discovery rate of ≤ 0.05 with a Benjamini and Hochberg multiple testing correction (Limma). Gene Ontology analysis was performed as previously (Vance *et al*, 2014).

### Neurosphere assay

Neurospheres were cultured according to standard protocols as previously described (Dizon *et al*, 2006). In brief, age P3‐P6 CD1 mice pups were anesthetised by hypothermia and decapitated, and the brains were immediately dissected out and sectioned in the coronal plane with a McIlwain tissue chopper. The SVZ was then dissected out in ice‐cold HBSS in a sterile laminar flow hood. Accutase was used for 15 min for cell dissociation. Cells were cultured in defined Neurobasal media supplemented with 20 ng/ml EGF (Sigma) and 20 ng/ml bFGF (R&D). Cells were seeded at a density of 100 cells/μl and passaged every 3–4 days.

### Neural stem cell nucleofection

3–4 × 10^6^ dissociated neurosphere cells were nucleofected according to the protocol of LONZA (VPG‐1004). Cells were mixed with 100 μl nucleofection solution (82 μl of Nucleofector Solution + 18 μl of supplement) and 5–10 μg DNA and transferred into cuvettes. 500 μl of culture medium was added into the cuvette, and the sample was then transferred into 1 ml medium and centrifuged at 250 *g* for 5 min. Cells were resuspended with fresh medium and plated at 200,000 cells/2 ml in a PolyHeme‐coated 6‐well plate.

### Postnatal electroporation

Electroporation was performed as published (Boutin *et al*, 2008; Chesler *et al*, 2008). DNA plasmids were prepared with Endofree Maxi kit (Qiagen) and mixed with 0.1% fast green for tracing. DNA concentrations were matched in every individual experiment. P1 CD1 pups were anesthetised with hypothermia, and 1–2 μl of plasmids was injected with glass capillary. Electrical pulses (100 V, 50 ms ON with 850‐ms intervals for five cycles) were given with tweezer electrodes (CUY650P5). Pups were recovered, then returned to dam and analysed at the indicated time.

### Immunohistochemistry and imaging

Immunohistochemistry was as previously described (Young *et al*, 2014) using Chicken anti‐GFP (1:500, Aves) and goat anti‐DCX (1:100, Santa Cruz) primary and Alexafluor‐conjugated (Invitrogen) secondary antibodies. TUNEL method was performed using the *In situ* cell death detection kit, TMR red (Roche‐12156792910) to detect apoptosis. Sections were imaged with Zeiss 710 Laser Scanning Microscopy. For co‐localisation in GFP^+^ cells, a 20× or 40× oil immersion objective was used and Z stacks were generated at 2‐μm intervals. Confocal images were analysed with ImageJ.

### Morphological evaluation

All GFP^+^ neuroblasts in the granule layer of the OB were binned into Class I, II or III groups similar to a previous study (Boutin *et al*, 2010). Only cells with obvious cell bodies and that were entirely found in the field were included. Cells in the rostral migratory stream in the core of the OB, and in OB layers outside of the granule layer, were not included. *N* = 3–5 mice per group.

### Ethics

All mouse experiments were performed in accordance with institutional and national guidelines and regulations under UK Home Office Project Licence PPL 3003311.

### Data availability

The ChIP‐Seq and microarray data have been deposited in the GEO database https://www.ncbi.nlm.nih.gov/geo/) under the following accession numbers: GSE110032 and GSE110033.

## Author contributions

KWV conceived the study. IP, FA, BS, TS, SL, FGS and KWV designed and performed the experiments. IP, FGS and KWV analysed and interpreted the data. NC, SL and DJW carried out computational analysis of the microarray and ChIP‐seq data. KWV and FGS wrote the manuscript with input from IP and CPP who reviewed and edited the drafts. CPP, FGS and KWV supervised the research and acquired funding.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Table EV1

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Review Process File

Source Data for Figure 1

Source Data for Figure 3

# Supplementary material for: The long non‐coding RNA Paupar promotes KAP1‐dependent chromatin changes and regulates olfactory bulb neurogenesis
**Source:** EMBO J. 2018 Apr 16;37(10):e98219. doi: 10.15252/embj.201798219
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

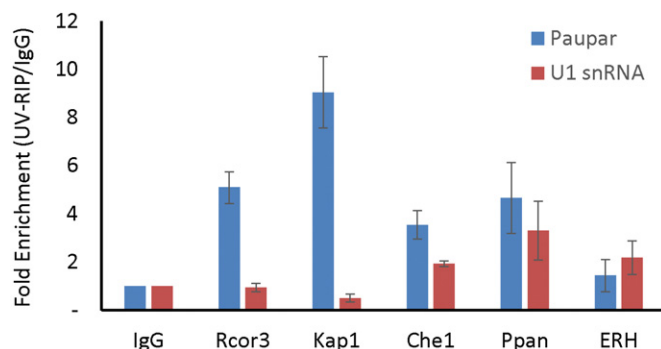

Figure EV1. Characterisation of *Paupar* lncRNA–protein interactions using UV-RNA-IP.

Nuclear extracts were prepared from UV cross-linked N2A cells and immuno-precipitated using either the indicated antibodies or a rabbit IgG control antibody. Associated RNAs were stringently washed and purified. The levels of *Paupar* and *U1snRNA* were detected in each UV-RIP using qRT–PCR. Results are presented as fold enrichment relative to control antibody. Mean values $\pm$ SEM, $N = 3$.

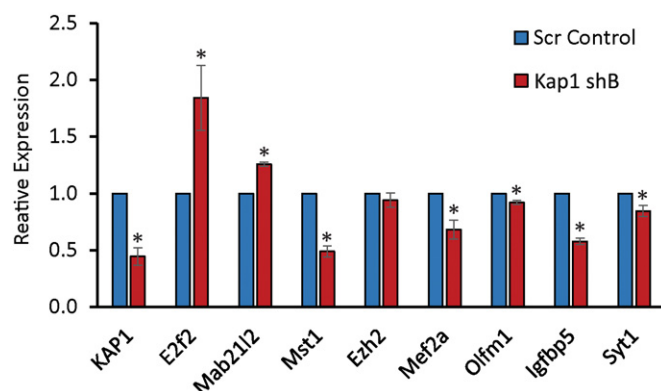

Figure EV2. Validation of the specificity of the KAP1 regulated gene set.

N2A cells were transfected with an additional Kap1 targeting shRNA expression vector shB-Kap1 or a scrambled control plasmid. Three days later, cells were harvested and expression of the indicated KAP1 targets analysed using RT–qPCR. Samples were normalised using *Gapdh*, and the results are presented relative to the control. Results are presented as mean values $\pm$ SEM, $N = 3$; * $P < 0.05$, one-tailed t-test, unequal variance.

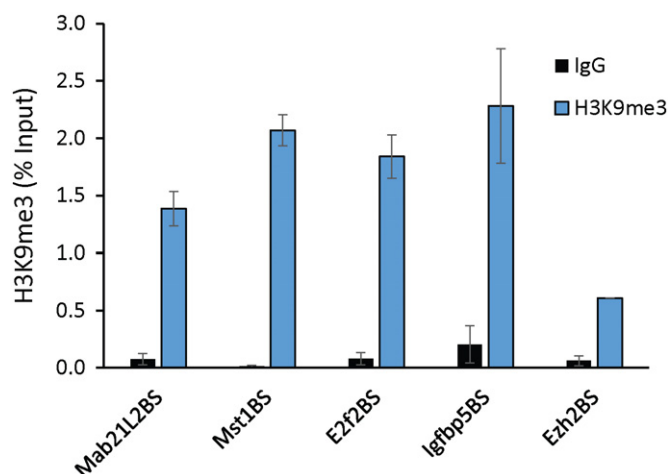

Figure EV3. *Paupar*-KAP1–PAX6 bound sequences within the regulatory regions of the *Mab21l2*, *Mst1*, *E2f2*, *Igfbp5* and *Ezh2* genes are enriched in H3K9me3 modified chromatin.

ChIP assays were performed in N2A cells using either histone H3K9me3 or anti-rabbit IgG control antibody. DNA fragments were amplified using qPCR. % input was calculated as $100 \times 2^{(C_{\text{input}} - C_{\text{IP}})}$. Results are presented as mean values $\pm$ SEM, $N = 4$.

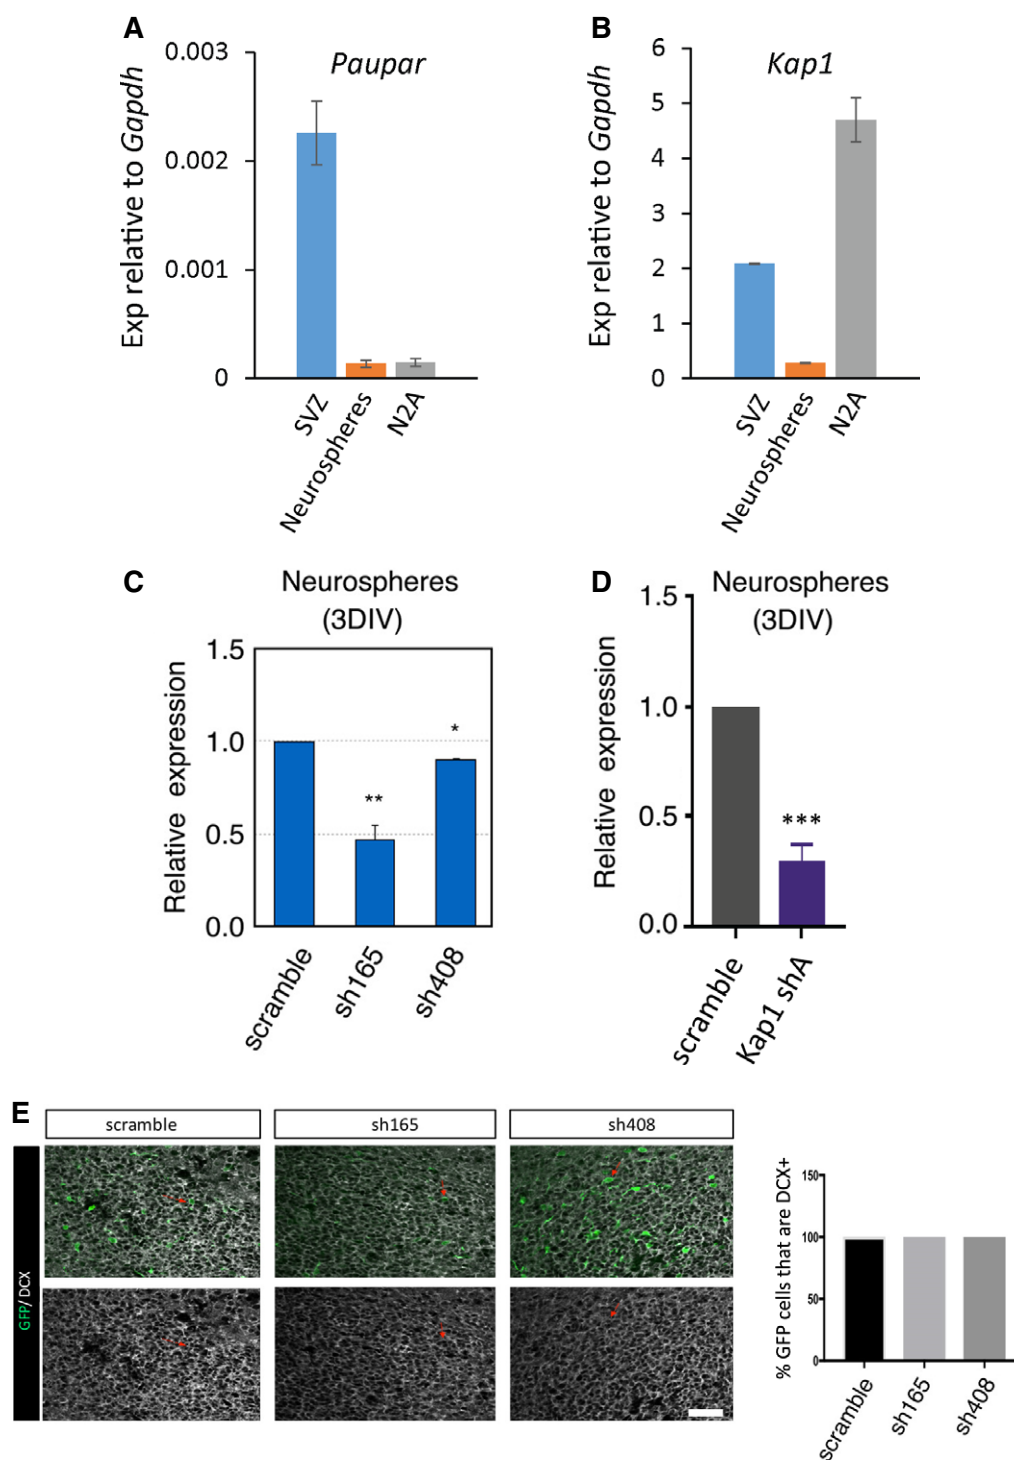

Figure EV4. *Paupar* and *Kap1* SVZ analysis.

A, B *Paupar* and *Kap1* transcript levels were determined using RT-qPCR in the P4 SVZ and in tertiary neurospheres prepared from the P4 SVZ.

C, D Neurosphere cultures were transfected with the indicated *Paupar* or *Kap1* targeting shRNA expression vectors or a non-targeting control. *Paupar* and *Kap1* expression was quantified using qRT-PCR 3 days later and normalised using *Gapdh*. The results are presented relative to the scrambled control (set at 1).

E GFP and DCX co-labelling in the OB 7 dpe. Small red arrows show examples of co-labelled cells. Data information: Data are shown as mean $\pm$ SEM. $N = 3$. In (E), there are no error bars because 100% of all GFP⁺ cells in the OB were DCX⁺. Scale bar represents 30 μ m. The same scale is used for all images. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, one-tailed t -test, unequal variance.

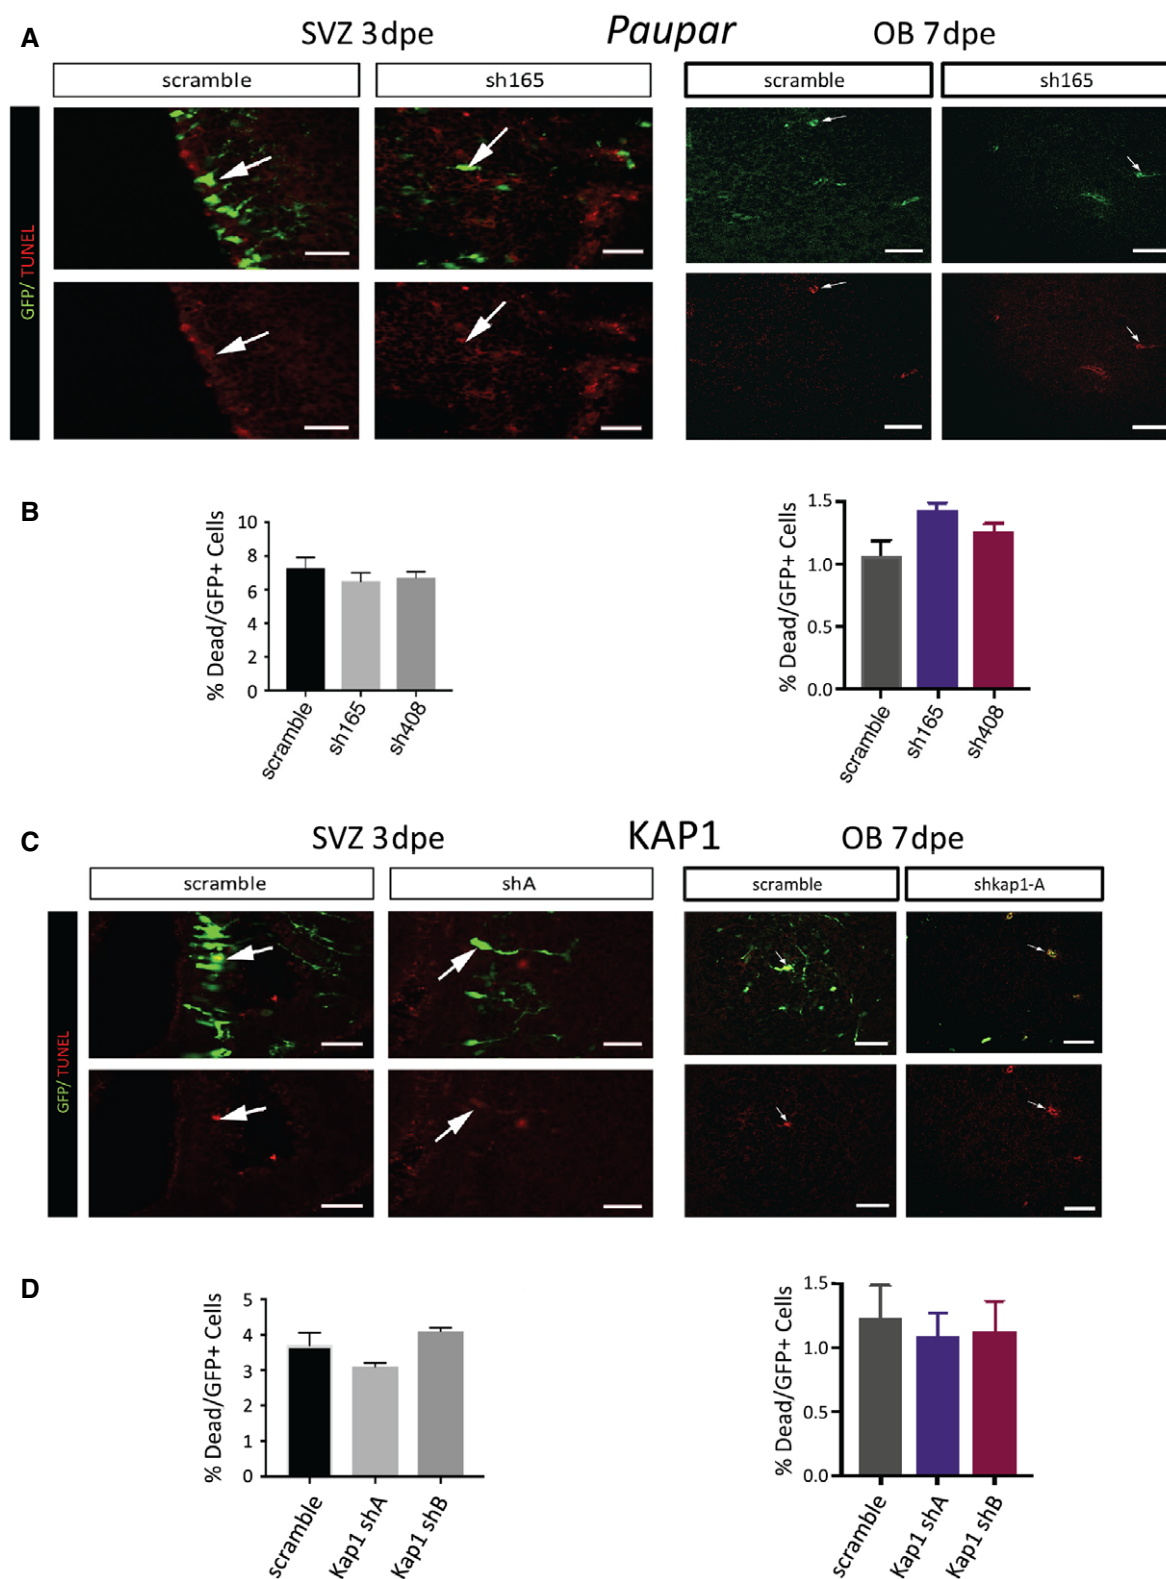

Figure EV5. *Paupar*- and *Kap1*-mediated decrease in neuronal numbers is not due to increased cell death.

A–D Quantification of TUNEL⁺ cells after *Paupar* (A, B) or KAP1 (C, D) depletion to detect apoptosis in the SVZ at 3 dpe and OB at 7 dpe. Arrows show examples of co-labelled TUNEL⁺ and GFP⁺ cells. *N* = 3. Data are presented as mean ± SEM and analysed by one-way ANOVA. Scale bars represent 30 μm.

How the deposited data were processed for this re-analysis (not part of the article)

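The expression data are 6 single-colour GeneChip Mouse Gene ST arrays of N2A cells, 3 with a scrambled control shRNA and 3 with the shA *Kap1* shRNA, after hygromycin selection. The authors normalised the arrays by RMA in GeneSpring and deposited linear intensities, rounded to whole numbers in the value table used here; a second deposited table holds the same intensities unrounded, and the largest difference between them was 0.5. The submitters' processing notes name limma, and the paper's methods name Benjamini-Hochberg adjustment. The genome build behind the transcript clusters is not given in the sources used here. Both tables hold 6951 transcript clusters, with intensities from 22 to 18348 in the control and from 24 to 15617 in the knockdown. The smallest absolute log2 fold change on the table was 0.12. In the unrounded table 24 transcript clusters had the same value on all 3 control arrays, and 39 on all 3 knockdown arrays. In the rounded table *Lix1*, *Npy* and *Dpysl5* each had the same value on all 3 control arrays. The cause was not tested, and such ties are not evidence of precision. The rule by which the table was listed is not given in the sources used here.

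Arrays were grouped by their labels. Log2 intensities were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a replicate block, and p-values were adjusted by Benjamini-Hochberg over all 6951 transcript clusters. The fitted prior had 5.24 degrees of freedom and an SD of 0.074. Changed means an adjusted p of at most 0.05 and a fold of at least 1.4. The fit was tested on simulated data with the control means of these arrays and spreads drawn from the fitted prior. Most simulated transcript clusters were left unchanged. Of 100 changed by a log2 of 0.75 the fit recovered 99, of 100 changed by 1.5 it recovered 100, and it called 2 unchanged ones. The prior comes from a selected table in which every transcript cluster passes the adjusted p. The simulation therefore checks that the fit runs properly and gives no error rate for these data. Further counts were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

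Names come from the platform annotation and, for 43 transcript clusters, from Dataset EV2. Of the annotated transcript clusters, 5726 were matched to RefSeq genes of GRCm38.p6 by gene identifier; that assembly served for symbols, chromosomes and the order of neighbouring genes. The copy of Dataset EV2 used here holds the first 1118 of its 1913 lines. All 1118 transcript clusters are on the table, and the log2 fold changes differ by at most 0.011; no overlap test was run on it. The lists of 244, 87 and 34 genes were read from Dataset EV3.

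The genes named in the text were chosen by a rule fixed before the data were examined: genes named in the paper or shown in Fig EV2 or Fig 4, the 10 largest rises and the 10 largest falls with no overlap between the groups, and up to 4 changed members of each gene list with the largest change. When the rule was written, the values at the head and foot of the copy of Dataset EV2 had been seen, those of *Atp1b1*, *5330417C22Rik*, *Mgarp*, *Bhlhe41*, *Ifit3*, *Pygl*, *Ttc26*, *Hipk2*, *Slc35b4*, *Hs3st3b1* and *Nucb1*, as had the gene names of Dataset EV3 and the figures. Genes outside the rule are marked in the passages where they stand. The gene lists were written before the data were examined. Of 30 lists, 24 had at least 5 members on the table and were tested. The test was a two-sided Fisher's exact test of higher against lower genes among the changed members, against the other changed named genes, with Benjamini-Hochberg adjustment over the 24 lists. Each gene was counted once, and genes are not independent replicates.

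Alternatives fixed before the data were examined were the unrounded table, median centring, quantile normalization, the replicate number as a block, eBayes with trend and robust settings, leaving out transcript clusters with a mean log2 intensity under 6 in both groups, a pseudocount of 16, a fold of at least 2, an adjusted p of at most 0.01, an absolute log2 fold change of at least 0.5, counting by gene name, and leaving out each array in turn. A comparison of directions within chromosomes, and counts without the named transcript clusters of the 5 most uneven chromosomes, were added after the data were seen. Gene set tests with camera and fry were not run, because the table is a selected list. The arrays of the *Paupar* and PAX6 knockdowns, the ChIP-seq and CHART-seq data and the qPCR measurements were not analysed here.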

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

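The tests of direction by chromosome, of signal level and of directions within chromosomes were chosen only after the directions had been seen; the list tests were fixed before the data were examined, and the tests of neighbouring genes, of the sympathoadrenal genes and of other groupings of the arrays were written down before their results were seen.

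The paper does not discuss 5 groups of genes whose changed members ran mostly 1 way after *Kap1* knockdown. A two-sided Fisher's exact test compared the directions of their changed members with those of the other changed genes, adjusted over 24 lists. Changed members were mostly lower among integrins and extracellular matrix genes (adjusted p = 0.000123) and solute carriers (0.00353). The same held for axon guidance (0.00364) and for the unfolded protein and amino acid responses (0.0350). Among glutathione S-transferases the changed members were higher (0.0350). Members that did not change are not part of this test. The calls of the last 2 lists do not hold throughout. Glutathione S-transferases had an adjusted p of 0.116 within chromosomes, 0.0553 after quantile normalization and up to 0.0877 without single arrays, and the unfolded protein list up to 0.0799 without single arrays. At a fold of at least 2 none of the 5 lists passed (0.385 to 1).

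The falls of adhesion and matrix genes could come from a lower share of flat, substrate-adherent cells in the knockdown pools, since N2A cultures hold cells of more than 1 shape, or from an effect of KAP1 on these genes. If the mix of cells had shifted, genes of the sympathoadrenal lineage, which the remaining cells express, should have risen or stayed. Of the 18 changed members 12 fell, 66.7%, against 50.4% of all changed named genes (exact binomial test, two-sided, p = 0.238). Too few members changed for this to decide, and both explanations stay open. Compared within chromosomes, the directions of integrins and matrix genes and of axon guidance genes had adjusted p of 1.6e-05 and 0.00170 (exact test). Neither list's falls therefore follow from the direction of whole chromosomes alone. Differences in parts of a chromosome between the pools were not tested for these lists.

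The direction of change followed chromosomes: of 5058 named genes outside tandem families, 59.7% of pairs 10 places apart changed in the same direction, against 48.6% to 51.3% in 1000 shuffles. Normalization that depends on signal was argued against, since in each of 4 groups of genes by signal the share of lower genes on chromosome 5, taken as the most uneven, differed from that on other chromosomes by at least 29.7 points. The same gap was 8.29 points for chromosome 9 in the group with the lowest signal, so there an effect of signal is not argued against. The share of pairs is what a difference in DNA copy number, or in the clones that grew out under hygromycin, between the control and knockdown pools would give, and such a difference may lie behind many of the changes on chromosomes 5, 7, 9, 17 and 18. Groups and pools coincide in this design, so an effect of KAP1 along whole chromosomes was not tested. Leaving out the named transcript clusters of these 5 chromosomes, 1698 changed ones remain, 775 higher and 923 lower. Among them 366 have no gene name, were not placed and may lie on the same chromosomes. Over all 20 chromosomes compared, 17 had an adjusted p of at most 0.05 (Fisher's exact test), so such a difference is not removed from these counts.

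The number of changed transcript clusters, 2268, was set against the other ways of dividing the 6 arrays into 3 and 3. The highest of the others gave 0, and 1 of the 10 divisions, the real one, gave as many. With 10 divisions the share cannot fall under 0.05, and the table was selected on the real groups, so the test decides nothing.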

How the results depend on the processing

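The tests of directions within chromosomes and the counts without the named transcript clusters of 5 chromosomes were chosen only after the data were seen; the other alternatives were fixed before. Leaving out single arrays gave 2244 to 2348 changed transcript clusters, and 47.8% to 59.6% of them were lower, against 54.0% with all arrays. Median centring gave 48.0% and quantile normalization 48.5%. Deviations of same-numbered arrays correlated at -0.17, -0.13 and 0.04, so no pairing by replicate number was seen. These correlations cannot exclude pairing, since the table was selected on the comparison of the groups. The fit with the replicate block again gave 2268. Every transcript cluster passes the adjusted p and the block leaves the fold as it is, so this, like the trend and robust settings and an adjusted p of at most 0.01, is no test of stability. Of 120 named genes none changed direction, and 114 kept their call under every alternative but the higher fold. Most of these genes were chosen for large changes on the same arrays, which favours a stable call. The rounded and unrounded tables, the filter on dim transcript clusters and an absolute log2 fold change of at least 0.5 changed no list's call. Lists with no changed member at a fold of at least 2 have no value there, camera and fry were not run on a selected table, and the number of arrays limits the precision.

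At a fold of at least 2 there were 505 transcript clusters (153 higher, 352 lower) and 2 genes of Fig EV2, *Igfbp5* and *Trim28* itself. The p was then 0.176 for the 244 genes, 0.329 for the 87 and 0.427 for the 34, which reversed. Adjusted p were 0.903 for axon guidance, glutathione S-transferases and solute carriers, 0.385 for integrins and matrix and 1 for the unfolded protein list; neural genes (0.981), co-occupied sites (1) and histone genes (1) reversed. Fewer genes pass this fold, which limits these tests. For the following the cause was not tested. Clustered protocadherins passed after median centring (0.0206) and quantile normalization (0.0184), where glutathione S-transferases did not (0.0553) and zinc finger genes reversed (1). Synaptic genes reversed with a pseudocount of 16 (1). Within chromosomes the p of the 34 was 0.506 and the adjusted p of synaptic genes 0.717, both reversed, protocadherins passed (4.7e-05) and glutathione S-transferases did not (0.116). Without single arrays the p ranged from 0.0233 to 0.0823 for the 87 genes, and adjusted p from 0.0388 to 0.347 for receptor tyrosine kinase signalling, 0.0292 to 0.0637 for protocadherins, 0.0164 to 0.0877 for glutathione S-transferases, 0.00965 to 0.0799 for the unfolded protein list, 0.0464 to 0.104 for the Fig EV2 genes, 0.0441 to 0.0877 for genes named in the paper, 0.797 to 1 for synaptic genes and 0.631 to 1 for zinc finger genes. The Fig EV2 list and the list of genes named in the paper both include *Trim28*, the gene knocked down. The paper took the other Fig EV2 genes from these arrays, and the lists overlap, so neither range is independent evidence of direction.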

Differences from the paper's values

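The paper's level of *Kap1* transcript after knockdown relative to the control is about 0.17 in Fig 2B, read by eye from qRT-PCR, and the array value here is 0.264. None of the alternatives set before the data were examined brings the array value within 1.5 times of the paper's. The lowest, 0.257 without knockdown replicate 3, lies close to that limit, and the paper's value is itself read by eye. The paper's text gives a reduction of about 90% in protein by Western blot and in transcript by qRT-PCR. The array value here, a different measure, is 73.6%. At an adjusted p of at most 0.05 and a fold of at least 1.4 the paper counts 1913 genes. Here 2268 transcript clusters passed, 1902 of them with a gene name, or 1758 named genes. The adjustment here covers only the listed transcript clusters. At an absolute log2 fold change of at least 0.5, near the cut given with Fig 2C, 2141 passed. Lines of Dataset EV2 are transcript clusters, and a gene can stand on several of them, so 1913 may count transcript clusters.

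Of the 8 target genes that Fig EV2 shows as identified on the array, 5 changed here: *Mst1*, *Igfbp5*, *E2f2*, *Olfm1* and *Syt1*. *Ezh2*, *Mab21l2* and *Mef2a* had log2 fold changes of -0.36, -0.33 and -0.48, each past the adjusted p and under the fold of 1.4. *Mef2a* passes without control replicate 3 (-0.53) or without knockdown replicate 3 (-0.52), and no setting calls *Ezh2* or *Mab21l2*. *Mef2a* is listed in Dataset EV2 at the same value, a fold of 1.397, which is 1.40 when rounded. *E2f2* and *Syt1* pass here and lose their call after median centring, after quantile normalization and without control replicate 1 or knockdown replicate 1, *E2f2* also with a pseudocount of 16 and *Syt1* at an absolute log2 fold change of at least 0.5. In Fig EV2, with a different shRNA and qPCR, the paper shows *E2f2* and *Mab21l2* higher after *Kap1* knockdown. On these arrays their log2 fold changes were -0.50 and -0.33. The cells of Fig EV2 were harvested 3 days after transfection, with no drug selection described. The paper gives a smaller, transient reduction of *Kap1* for them. The array pools were grown under hygromycin for 7 days more. Whether any of these differences accounts for the opposite directions was not tested. The paper names *Mab21l2* among the *Paupar* bound shared targets and *Ezh2* as regulated by *Paupar* and KAP1, and neither symbol is in the lists of Dataset EV3 used here.

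Of the 244 genes that the paper lists as changed in both knockdowns, 233 changed here. Under the fold of 1.4 on the transcript cluster used were *Mef2a*, *Unc13a*, *Tanc2*, *Scn2a*, *Ppp2r5c*, *Kdm7a*, *Nbeal1*, *Kcnn3* and *Tvp23b*. Of these, *Unc13a*, *Tanc2*, *Scn2a*, *Ppp2r5c*, *Kdm7a* and *Nbeal1* are listed in Dataset EV2 through another of their transcript clusters, which changed here too. *Kcnn3* and *Tvp23b* stand there at folds of 1.398 each, which are 1.40 when rounded, and pass here after median centring (0.51 for both), after quantile normalization (0.50 and 0.53), without control replicate 1 (0.53 and 0.52) and without knockdown replicate 1 (0.53 and 0.51). *Kcnn3* also passes without knockdown replicate 2 (0.49) and *Tvp23b* without knockdown replicate 3 (0.50), and *Nbeal1* passes after median centring (0.49), without control replicate 1 (0.59) and without knockdown replicate 3 (0.52). Dataset EV2 as held here lists 35 transcript clusters that lie under the fold of 1.4 in this fit, with folds there of 1.395 to 1.405, next to 1083 that changed in both; for these 35 the log2 fold changes differ by at most 0.0081.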

Other observations

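The tests by chromosome and within chromosomes in this part were chosen only after the directions had been seen; the list tests were fixed before. Several groups of genes that the text has not described also held changed members, none of them past the adjusted exact test of direction with the settings fixed as the main ones. Of 36 interferon-stimulated genes on the table, 10 rose and 7 fell (adjusted p = 0.634): the antiviral gene *Ifit3* had a log2 fold change of 1.54, *Ifi44* 1.06 and the helicase gene *Ddx60* 0.98, and *Tap1*, a peptide transporter of antigen presentation, had -1.20. Of 22 genes of glycolysis and the hypoxia response, 6 rose and 1 fell (0.152), with *Mgarp* at 1.56, the glycogen phosphorylase *Pygl* at 1.53 and the aldolase *Aldoc* at 0.83. Of 19 genes in the cholesterol synthesis list, 7 fell and 1 rose (0.152), with *Idi1* at -1.28 and *Tm7sf2* at -1.02. The gene that rose was *Abca1* (0.87), which exports cholesterol and is not a gene of its synthesis. Of 16 imprinted genes, 5 fell and 1 rose (0.374), with the tetraspanin *Cd81* at -0.86 and *Phlda2* at -0.83. Of 96 zinc finger genes, a family that includes many partners of KAP1, 12 rose and 10 fell (0.770), with *Zfp280d* at 1.93, *Zfp991* at 1.08 and *Zfp827* at -1.30. Of 13 clustered protocadherins, 7 fell and none rose (0.0618), with *Pcdhb22* at -0.83, *Pcdhb21* at -0.81 and *Pcdhb17* at -0.74; these genes lie together on chromosome 18, where most other genes were higher, and their sequences are similar enough for probes to be shared. The protocadherins passed after median centring (0.0206), after quantile normalization (0.0184), in 4 of the 6 fits without single arrays (lowest 0.0292) and when directions were compared within chromosomes (4.7e-05).

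Of 23 sympathoadrenal and catecholamine genes, 12 fell and 6 rose (0.374). Among those that fell, the transcription factors *Isl1* and *Gata3* had log2 fold changes of -1.83 and -1.30 and the neurotrophin receptor *Ngfr* -1.44. Those that rose included the catecholamine genes *Th* (1.15) and *Dbh* (0.67), named here after their values were seen. Of 50 genes of the cell cycle and DNA replication, 11 fell and 4 rose (0.234), with the cyclin gene *Ccnd1* at -1.12, *Mycn* at -1.24 and *Ccng2* at 1.44. Of 44 neural progenitor and differentiation genes, 13 fell and 9 rose (0.658), with the intermediate filament gene *Nes* at -1.74, *Pax3* at -1.66, *Bhlhe41* at 1.55 and *St18* at 1.37. Of 37 genes of receptor tyrosine kinase signalling, 14 fell and 5 rose (0.152), with *Igfbp4* at -1.76 and the insulin-like growth factor receptor *Igf1r* at -1.32 (0.0388 without control replicate 1), and of 42 synaptic genes 12 rose and 12 fell (1), with *Napb* at 1.20. Of 32 voltage-gated and TRP channel genes, 8 rose and 7 fell (0.836), with *Kcnn2* at 1.73, *Cacna1i* at 1.05 and *Kcnmb2* at -1.46. Of 9 histone genes, 4 rose and 3 fell (0.790), with *H2bc4* at -2.06, *H1f2* at -0.97 and *H2bc3* at 0.71, again with probes that similar copies may share. Of 9 germline genes, 3 fell and 1 rose (0.75), with *Ssxb3* at -1.14, *Rhox1* at -0.55 and *Hspa2* at 0.66, and of 10 p53 target genes 2, *Trp53inp2* (0.81) and *Plk3* (0.65), rose and none fell (0.374). No gene of the oligodendrocyte list was on the table, and of the macrophage, fibroblast and endothelial lists *Cd68* (-0.48), *Pdgfra* (-0.23), *Pdgfrb* (0.38) and *Pecam1* (0.46) were listed without passing the fold; these 4 were named after their values were seen.

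The chromosomes beyond the 5 named at the array result were uneven too. Of 20 chromosomes compared, 17 had an adjusted p of at most 0.05 in Fisher's exact test of higher against lower genes, 10 with more higher genes than the rest and 7 with more lower genes. Of the genes on the selected table, 70.3% of 182 on chromosome X and 70.1% of 281 on chromosome 8 were lower. On chromosome 14 69.5% of 190 were higher, each in 1 comparison of 3 arrays against 3. The 5 most uneven chromosomes hold 537 changed named genes, 30.5% of all, beside 29.3% of all named genes on the table, and 441 of these changed in the direction that prevails on their chromosome.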
